# Suboptimal culture conditions induce more deviations in gene expression in male than female bovine blastocysts

**DOI:** 10.1186/s12864-016-2393-z

**Published:** 2016-01-22

**Authors:** Sonia Heras, Dieter I. M. De Coninck, Mario Van Poucke, Karen Goossens, Osvaldo Bogado Pascottini, Filip Van Nieuwerburgh, Dieter Deforce, Petra De Sutter, Jo L. M. R. Leroy, Alfonso Gutierrez-Adan, Luc Peelman, Ann Van Soom

**Keywords:** Bovine embryos, RNA-Seq, In vivo, In vitro production, Serum, Serum-free, Sex

## Abstract

**Background:**

Since the development of in vitro embryo production in cattle, different supplements have been added to culture media to support embryo development, with serum being the most popular. However, the addition of serum during embryo culture can induce high birthweights and low viability in calves (Large Offspring Syndrome). Analysis of global gene expression in bovine embryos produced under different conditions can provide valuable information to optimize culture media for in vitro embryo production.

**Results:**

We used RNA sequencing to examine the effect of in vitro embryo production, in either serum-containing or serum-free media, on the global gene expression pattern of individual bovine blastocysts. Compared to in vivo derived embryos, embryos produced in serum-containing medium had five times more differentially expressed genes than embryos produced in serum-free conditions (1109 vs. 207). Importantly, in vitro production in the presence of serum appeared to have a different impact on the embryos according to their sex, with male embryos having three times more genes differentially expressed than their female counterparts (1283 vs. 456). On the contrary, male and female embryos produced in serum-free conditions showed the same number (191 vs. 192) of genes expressed differentially; however, only 44 of those genes were common in both comparisons. The pathways affected by in vitro production differed depending on the type of supplementation. For example, embryos produced in serum-containing conditions had a lower expression of genes related to metabolism while embryos produced in serum-free conditions showed aberrations in genes involved in lipid metabolism.

**Conclusions:**

Serum supplementation had a major impact on the gene expression pattern of embryos, with male embryos being the most affected. The transcriptome of embryos produced in serum-free conditions showed a greater resemblance to that of in vivo derived embryos, although genes involved in lipid metabolism were altered. Male embryos appeared to be most affected by suboptimal in vitro culture, i.e. in the presence of serum.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2393-z) contains supplementary material, which is available to authorized users.

## Background

Since the initial development of in vitro embryo production, the technique has been applied successfully to many species for clinical, commercial, and research purposes. In the early days, it was common practice to supplement culture media with serum to support embryo development in many species. But subsequently serum has been associated with fetal overgrowth in ruminants to give the so-called Large Offspring Syndrome at birth [1]. In cattle, serum supplementation is still being used in many laboratories [2–4] probably because it increases blastocyst rates and generally gives more consistent results [5]. We recently adopted a robust serum-free culture system, consisting of Synthetic Oviduct Fluid (SOF), bovine serum albumin (BSA), and insulin-transferrin-selenium (ITS), which yields comparable blastocyst rates (~40 %) to media supplemented with serum [5, 6]. However, bovine embryos produced in these serum-free conditions have a much lower hatching rate than embryos produced in serum-containing medium [5, 6]. Nevertheless, in many other aspects, the quality of the embryos produced in serum-free conditions is superior to that of embryos produced in the presence of serum. Embryos produced in serum-free conditions showed increased freezability and, after transfer, the birthweight and incidence of abnormalities of the resulting calves was in line with that of in vivo derived embryos [1, 5]. In addition, cattle embryos produced in serum-free conditions scored higher when using traditional parameters to evaluate embryo quality [5, 6]. These quality parameters are based on blastocyst development, blastocyst cell number, ratios of inner cell mass (ICM) and trophectoderm cells, apoptotic cell ratios [6], and also the gene expression pattern of a limited number of selected genes analyzed by qPCR [7, 8]. The selection of only a few genes to check embryo quality was based on the fact that the evaluation of expression of all the genes in the genome by qPCR was a daunting task. However, this no longer represents an obstacle with recently developed RNA sequencing techniques, which have proven to be a very powerful tool for evaluating and comparing the global gene expression pattern of even single cells, and therefore also of single embryos [3, 9]. This new technique also allows the study of associated pathways that may ultimately be involved in affecting embryo quality.

We hypothesized that the similarities between embryos derived in vivo and those produced in serum-free culture conditions would also translate to the global gene expression pattern and, hence, embryos produced in serum-free conditions would resemble in vivo derived embryos more than embryos produced in the presence of serum. Nevertheless, when evaluating the global gene expression pattern of embryos, their sex needs to be taken into account, since embryos of different sexes can respond differently to stress situations [10] and this might be reflected in changes in their gene expression pattern.

Therefore, the aim of the present study was to evaluate the effect that in vitro production, either in serum-containing or serum-free conditions, might have on cattle embryos by comparing their global gene expression pattern to that of the gold standard; namely, embryos derived in vivo. Also, to determine which in vitro condition produces more in vivo-like blastocysts. Additionally, we wanted to assess the impact of in vitro culture on embryos depending on their sex.

To our knowledge, this is the first study that uses RNA sequencing to evaluate the effect of in vitro embryo production, both in serum-containing and serum-free conditions, while at the same time taking embryonic sex into account. The results provide insight into the effects that different supplementations used for in vitro production may have on cattle embryos, show clearly how male and female embryos respond differently to suboptimal culture conditions, and offer valuable information on how to improve serum-free culture systems.

## Results and discussion

### General expression profile of blastocysts produced by different culture conditions

The global gene expression pattern of 24 early blastocysts was analyzed using the Illumina HiSeq 2500 system. 

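Each of the 24 early blastocysts was a single replicate. The embryos formed 6 groups: 5 male and 3 female in vivo derived embryos, 3 male and 5 female embryos produced in serum-containing medium, and 5 male and 3 female embryos produced in serum-free medium. The sample labels mark in vivo derived embryos with A, embryos produced in serum-containing medium with B and embryos produced in serum-free medium with C. The authors trimmed and mapped the fragments and deposited counts, without normalization, of the fragments mapped uniquely to the exons of each gene. The counts cover 24621 genes, of which 19556 had at least 1 count in at least 1 embryo. Genes are listed by symbol or Ensembl identifier without coordinates, and the chromosomes given beside genes were taken from Table S3. Counts were normalized with the TMM method of edgeR and tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested. In each comparison a gene was tested when every embryo of at least 1 of the groups compared had 15 counts or more, and it was called differentially expressed with an adjusted p-value under 0.05 and a fold change of at least 2. Log2 fold changes are in vivo over in vitro, or male over female, so that a positive value is higher in in vivo derived or in male embryos. The labels and the methods name different models of the HiSeq sequencer. The sequencing lane, the donor cow and the in vitro experiment of each embryo are not in the labels, so no value could be computed within them.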

Eight blastocysts produced in vitro in serum-containing medium and eight other blastocysts produced in vitro in serum-free medium were compared with eight blastocysts derived in vivo, each blastocyst constituting one replicate. In addition, between three and five blastocysts of each sex were represented in every culture condition, to avoid the possibility that a sex bias could interfere with the interpretation of the results, as highlighted by Bermejo-Alvarez et al. who reported that the expression of about one third of the genes of a blastocyst are influenced by the sex [2].

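DDX3Y, a gene of the Y chromosome, had between 101 and 902 counts in the 13 male embryos and between 0 and 2 counts in the 11 female embryos. XIST, which is transcribed from the inactive X chromosome, had between 11 and 243 counts in male embryos and between 297 and 1083 counts in female embryos. The ranges of the sexes did not overlap for either gene.

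**Figure D1:**
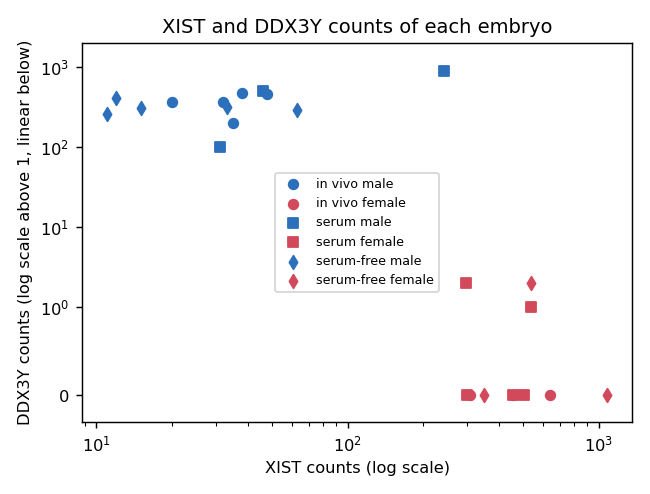
Counts of XIST (horizontal axis, log scale) and DDX3Y (vertical axis, log scale above 1 and linear below) in each of the 24 embryos, coloured by sex and shaped by culture condition. The 11 female embryos have at most 2 DDX3Y counts and the 13 male embryos have at least 101.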

On average, 28 million reads were generated per embryo. Of the total sequenced fragments, 51 (in vivo), 52.1 (serum-free) and 49.4 % (serum-containing) could be mapped to the Ensembl UMD 3.1 reference genome and, of these, 94 (in vivo), 93 (serum-free) and 92 % (serum-containing) were uniquely mapped to specific regions in the bovine genome (Table 1, Additional file 1: Table S1). All the uniquely mapped fragments corresponded to annotated genes and of, an average of 62 (in vivo), 67 (serum-free), and 71 % (serum-containing) mapped to annotated exons; the remainder overlapped with annotated introns (Tables 1 and Additional file 1: Table S1, Fig. 1d). Only reads uniquely mapped to exons were considered in this study since focus was placed on the expression of known annotated genes. 

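The exon counts per embryo ranged from 3253051 to 9000447, with a median of 4454031. Their mean was 4552404 ± 660226 (SD, n = 8) in in vivo derived embryos, 5021590 ± 1773970 (SD, n = 8) in embryos produced in serum-containing medium and 4342928 ± 800200 (SD, n = 8) in embryos produced in serum-free medium. The 10 most counted genes of each embryo held 11.5% ± 0.664 (SD, n = 8), 9.05% ± 1.30 (SD, n = 8) and 10.6% ± 1.43 (SD, n = 8) of its counts in the same order of groups.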

The higher prevalence of intronic reads (~30 %) is not uncommon in bovine RNAseq experiments, when both random priming and/or oligo-dT primers are used to prepare libraries. For instance, Chitwood et al. 2013 [3] reported up to 40 % intronic reads, Graf et al. 2014 [11] around 30 %, and Huang and Khatib 2010 [12] some 20 %. Moreover, these numbers are also in line with the 30–40 % of intronic reads reported by Clontech Laboratories, manufacturers of the SMARTer Ultra Low RNA Kit–HV used for library preparation (Sara Gonzalez-Hilarion, Takara-Clontech, personal communication). A number of factors could explain the presence of intronic reads 1) the presence of pre-mRNA or unspliced RNA; 2) alternatively spliced forms, where an entire or partial intron sequence in one transcript may serve as an exon in another transcript, and 3) the presence of antisense non-coding RNAs overlapping the intronic regions; reads obtained with SMARTer Ultra Low Kits are not strand-specific so that expression coming from each strand cannot be differentiated.

**Table 1:** Summary of sequence read alignments to the reference genome

Sample	In vivo derived embryos (mean ± SD)	Serum-free produced embryos (mean ± SD)	Serum-containing produced embryos (mean ± SD)
Paired end reads	14701822.4 ± 1066098.2 × 2	12731192.8 ± 615768.7 × 2	14670296.3 ± 2890016 × 2
Total sequenced fragments	14701822.4 ± 1066098.2	12731192.8 ± 615768.7	14670296.3 ± 2890016
Total mapped fragments	7508158 ± 709020.2	6636857.8 ± 552752.8	7240822.8 ± 2076161.5
Uniquely mapped fragments	7028287.1 ± 662984.5	6174226.4 ± 523270.2	6691366.4 ± 1939025.2
Fragments mapped to annotated genes	7028287.1 ± 662984.5	6174226.4 ± 523270.2	6691366.4 ± 1939025.2
Fragments mapped to annotated exons	4353683.6 ± 619988.6	4119767.6 ± 760316.3	4730978.5 ± 1683623.3
Fragments overlapped with annotated introns	2674603.5 ± 157817.1	2054458.8 ± 430089.5	1960387.9 ± 465486.1

The numbers correspond to the mean ± standard deviation (SD) of all the replicates per condition

**Fig. 1:**
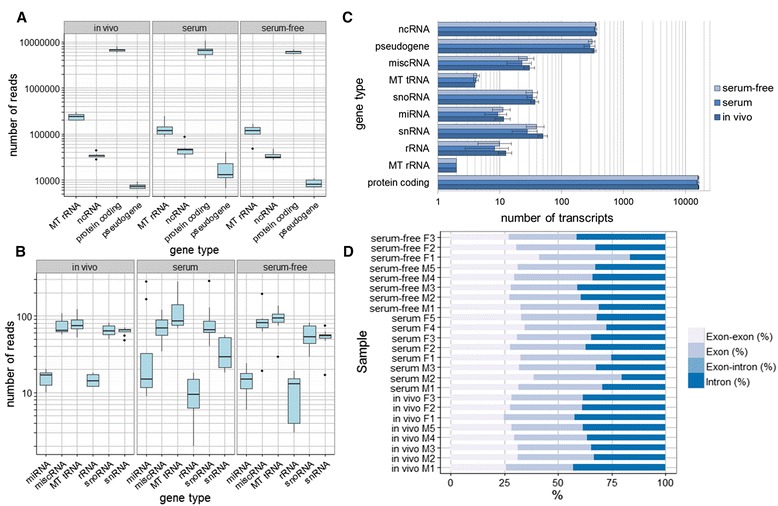
Distribution of reads and transcripts among gene types and regions. Total reads belonging to, (**a**) highly represented RNA species and, (**b**) low represented RNA species per culture condition. The total reads correspond only to total exon reads in protein-coding genes, while for the rest of the RNA species correspond to the total reads of all the gene regions. The variability of the number of reads belonging to every RNA species among the different embryos of each condition was larger in the in vitro embryos, especially in the presence of serum, compared to in vivo embryos. **c** Transcript distribution among the different RNA species in the different conditions. **d** Distribution of reads uniquely mapped among gene regions in the different blastocysts (each blastocyst constitutes a replicate)

The distribution of total reads among different RNA species per culture condition is depicted in Fig. 1a/b. In summary, an average of 6 359 679 (96.4 %) of the total reads corresponded to protein-coding genes as a result of mRNA enrichment performed during library preparation. The next most represented RNA species was mitochondrial rRNA to which only 2.5 % of the reads corresponded. Finally, the remaining 1.1 % of the total reads was distributed among miscellaneous RNAs, including pseudogenes and different non-coding RNAs. The approximately 6 million total exon reads located in protein-coding genes corresponded to an average of 16 185 protein coding transcripts, with very similar values between the different culture conditions (Fig. 1c). 

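Genes with at least 1 exon count numbered from 11735 to 14732 per embryo. They numbered 13886 ± 444 (SD, n = 8) in in vivo derived embryos, 13175 ± 1122 (SD, n = 8) in embryos produced in serum-containing medium and 13673 ± 491 (SD, n = 8) in embryos produced in serum-free medium. With the sexes pooled, neither difference from the in vivo derived embryos passed a test (two-sided exact permutation test, p = 0.116 for serum-containing and p = 0.373 for serum-free medium). With the counts thinned at random to the smallest total, the p-values of the same test were 0.103 and 0.722. The sexes were tested apart after the result was seen. In male embryos the mean was 13929 in vivo and 12131 in serum-containing medium (exact permutation test, p = 0.0179). In female embryos it was 13813 and 13802 (exact permutation test, p = 0.982). By the paper's read counts, most male embryos of that medium had a smaller share of fragments mapped than every other embryo. Library quality was not tested as a cause. Gene lengths, which an RPKM limit needs, were not used here.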

The total number of genes detected in the analysis ranged from 9560 in a male embryo produced in serum-containing medium to 11 290 in a male embryo produced in serum-free medium with an average of 10 717 genes all round (Additional file 2: Table S2); this represents almost 50 % of the 22 000 protein-coding genes estimated to be present in the cattle genome [13]. The results were also in line with those of Chitwood et al. using RNA sequencing in individual blastocysts (with 11 039 genes detected) [3]. In contrast, they were lower than those found in other studies where 11 924 [9], 13 724 [11] and 17 634 genes were detected [14]. This disparity might be due to technical differences such as: 1) the sequencing depth, which usually correlates with the number of genes detected, 2) the reads per kilobase per million (RPKM) threshold used for normalization to determine when a gene is expressed and, 3) the alignment parameters that determine which reads were mapped and how non-uniquely mapping reads were dealt with.

To verify if the embryos produced within the same condition were more similar to each other than to those produced under different conditions, a hierarchical clustering and a principal component analysis (PCA) were performed (Fig. 2). In the hierarchical clustering two clusters were formed thereby separating the embryos produced in the presence of serum from those embryos produced under the other two conditions. This cluster further divided into two minor clusters, which separated embryos derived in vivo from embryos produced in serum-free medium. 

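Hierarchical clustering was repeated on 1535 genes, those differentially expressed in at least 1 of the 9 comparisons, with log2 values of TMM-normalized CPM plus 1, scaled per gene. Divided into 2 clusters, the tree set 5 embryos produced in serum-containing medium (B1, B2, B3, B5 and B7) apart from the other 19 embryos. The other 3 embryos produced in serum-containing medium (B4, B6 and B8, all female) lay in the cluster that held the in vivo derived and the serum-free embryos. Without scaling per gene, the same division separated all 8 embryos produced in serum-containing medium from the other 16. Over all 8710 genes it set B2 alone apart from the other 23 embryos, and without the log, with DESeq2's size factors or with thinned counts the same 5 embryos were apart.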

Within each minor cluster the embryos were grouped by sex, except in serum conditions where female and male embryos were mixed. In the PCA, the first three principle components of the differentially expressed (DE) genes were represented and, here, blastocysts produced under the same conditions were plotted together. In the PCA, as had been already observed in the hierarchical clustering, embryos produced in serum-free conditions showed a pattern closer to in vivo derived embryos than to those produced in serum. It was also observed that the variability of gene expression within the embryos produced in serum-containing medium was greater than under the other two conditions, even though all the embryos selected for the study were early blastocysts with a score of 1 according to the International Embryo Transfer Society (IETS) guidelines. 

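On the same genes, the first 3 principal components held 50.2%, 8.06% and 6.48% of the variance. The alternative that moved the first share most used all 8710 genes that passed the count limit in at least 1 of the 6 groups, with 25.3%. The Euclidean distance of each embryo to the mean of the in vivo derived embryos was 64.5 ± 20.7 (SD, n = 8) in serum-containing medium and 37.0 ± 3.44 (SD, n = 8) in serum-free medium, a ratio of 1.74 (two-sided exact permutation test, p = 0.000311). Because most of the 1535 genes were selected for a difference with serum-containing medium, the distance was also measured over the 8710 genes, where the ratio was 1.35 (two-sided exact permutation test, p = 0.0398).

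**Figure D2:**
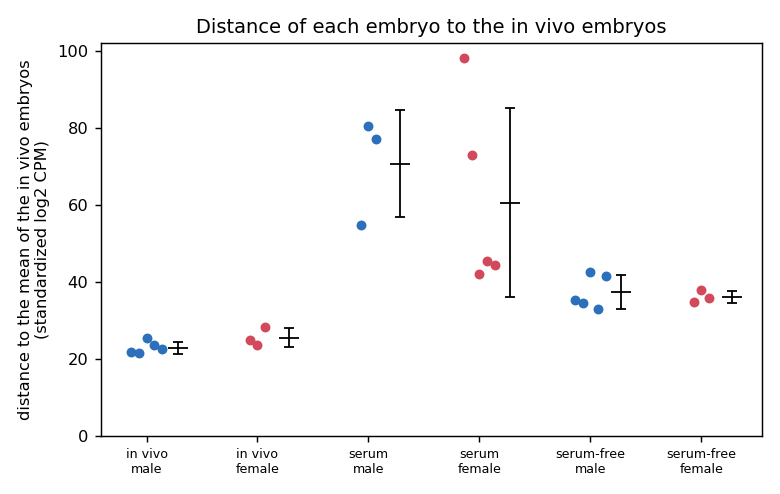
Euclidean distance of each embryo to the mean of the in vivo derived embryos over 1535 genes (vertical axis, in standardized log2 units), by culture condition and sex. Points are embryos, and bars beside them are the mean and 1 SD of each group. Embryos produced in serum-free medium lie between 33.1 and 42.7 and embryos produced in serum-containing medium between 42.1 and 98.3.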

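The distance of each embryo to the mean of its own culture condition was 34.6 ± 9.12 (SD, n = 8) in serum-containing medium and 20.9 ± 1.91 (SD, n = 8) in vivo, a ratio of 1.65 (two-sided exact permutation test, p = 0.00016, the smallest that 8 embryos against 8 allow). Every embryo produced in serum-containing medium, from 27.0 upwards, was farther from its group's mean than every in vivo derived embryo, up to 24.7. Over all 8710 genes the ratio was 1.46 (two-sided exact permutation test, p = 0.0014). There the ranges overlapped, from 64.5 upwards in serum-containing medium and up to 70.5 in vivo. The test treats embryos as independent. The in vivo derived embryos shared donor cows and a day of collection, while those in serum-containing medium were collected over a range of days. A smaller spread in vivo from shared donors or day is thus not excluded. In serum-free medium the distance was 25.4 ± 4.42 (SD, n = 8) and ranged from 20.3 to 34.5, overlapping the range in serum-containing medium, a ratio of 1.36 (two-sided exact permutation test, p = 0.00513). Over all genes that ratio was 1.23 (two-sided exact permutation test, p = 0.0836).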

A similar observation was made by Cote et al. who compared 10 different in vitro culture conditions and in which embryos produced in the presence of serum (in both maturation and culture) presented the largest variability in the pattern of gene expression among the replicates [15].

**Fig. 2:**
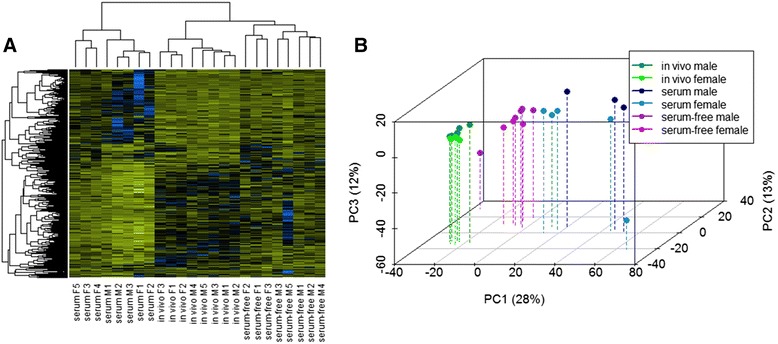
Hierarchical clustering and PCA of differentially expressed genes among the different blastocysts. **a** Heatmap including all the differentially expressed genes. The color spectrum, ranging from yellow through black to blue, represents TMM normalized expression values scaled between −4.5 and 4.5, indicating low to high expression. Two main clusters were formed, with embryos cultured in the presence of serum in one cluster and in vivo derived and serum-free embryos in the other. **b** PCA of the 24 embryos used in the study considering all the differentially expressed genes. Each dot represents one blastocyst

The results of the hierarchical clustering and the PCA confirmed the rigor of the study and showed that embryos produced under the same conditions were more similar to each other than to the rest. It also gave the first indication that the global gene expression pattern of embryos produced under serum-free conditions is more similar to embryos derived in vivo than those produced in vitro in the presence of serum.

### Gene expression deviations compared to in vivo derived embryos

The number of genes differentially expressed between in vitro produced, in vivo derived embryos, with a False Discovery Ratio (FDR) corrected *p*-value of <0.05 and an absolute fold change (FC) value of ≥2, were calculated. The aim was to determine if embryos produced in serum-free conditions showed a gene expression pattern closer to that of in vivo derived embryos than embryos produced in the presence of serum (Table 2, Additional file 3: Table S3).

**Table 2:** Differentially expressed up- and down-regulated genes among the groups compared

Comparison		|FC| ≥ 0	|FC| ≥ 2	|FC| ≥ 5	|FC| ≥ 10	|FC| ≥ 20	|FC| ≥ 50	|FC| ≥ 100
All in vivo vs. all serum-containing generated	Total	2186	1109	148	51	24	8	5
	Up	1080	624	78	22	5	1	1
	Down	1106	485	70	29	19	7	4
All in vivo vs. all serum-free generated	Total	534	207	18	3	1	0	0
	Up	223	55	1	0	0	0	0
	Down	311	152	17	3	1	0	0
Male in vivo vs. male serum-containing generated	Total	1801	1283	329	136	68	25	11
	Up	919	760	236	91	46	15	6
	Down	882	523	93	45	22	10	5
Male in vivo vs. male serum-free generated	Total	311	191	28	6	1	1	1
	Up	124	59	4	1	0	0	0
	Down	187	132	24	5	1	1	1
Female in vivo vs. female serum-containing generated	Total	458	456	203	85	41	14	7
	Up	231	229	85	24	9	2	1
	Down	227	227	118	61	32	12	6
Female in vivo vs. female serum-free generated	Total	221	192	77	27	11	2	1
	Up	80	65	21	5	3	0	0
	Down	141	127	56	22	8	2	1
Male in vivo vs. female in vivo generated	Total	225	119	25	18	13	12	11
	Up	69	40	17	14	11	11	11
	Down	156	79	8	4	2	1	0
Male serum-containing vs. female serum containing generated	Total	54	54	47	35	29	17	14
	Up	17	17	15	14	12	11	11
	Down	37	37	32	21	16	6	3
Male serum-free vs. female serum-free generated	Total	54	48	19	13	9	8	8
	Up	14	14	12	10	8	8	8
	Down	40	34	7	3	1	0	0

Number of differentially expressed genes and number of up- or down regulated genes in Group 1 vs. Group 2, with an FDR corrected *p*-value of <0.05 and an absolute fold change (│FC│) ranging from ≥0 to ≥100

Considering female and male embryos together, those produced in serum-free conditions were more similar to in vivo derived embryos, having five times fewer DE genes (207) than embryos produced in serum-containing medium (1109). 

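With 8 embryos against 8, 7339 genes were tested between in vivo derived embryos and embryos produced in serum-containing medium, and 1011 were differentially expressed. In serum-free medium 161 of 7314 genes were. The groups did not overlap in normalized expression for 372 of the 1011 genes and for 25 of the 161 genes, where chance gives 0.0155% of genes not chosen for a difference. Of the alternatives tried, the count for serum-containing medium moved most, to 544 genes, when every embryo of both groups needed at least 15 counts, and the count for serum-free medium moved most, to 55 genes, with one fit over all 24 embryos. Changes of named genes without overlap and with a mean of at least 10 CPM are given next. PRSS8, on chromosome 25, had 58.2 ± 36.3 CPM (SD, n = 8) in vivo and 0.252 ± 0.320 CPM (SD, n = 8) in serum-containing medium, with a log2 fold change of 7.71 (standard error 0.64, adjusted p = 5.5e-07). GSTM3, on chromosome 3, had a log2 fold change of -7.33 (standard error 1.03, adjusted p = 0.00012), and 2 genes without a symbol had larger changes in that direction. Between in vivo derived embryos and serum-free medium, GARNL3 on chromosome 11 had a log2 fold change of 2.16 (standard error 0.39, adjusted p = 0.00285) and LAMA1 on chromosome 24 one of -3.46 (standard error 0.55, adjusted p = 0.00134).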

Remarkably, this large difference was even greater when only male embryos were compared. 

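Between the 5 male in vivo derived embryos and the 3 male embryos produced in serum-containing medium, 1035 of 7762 genes were differentially expressed. With 5 male embryos produced in serum-free medium, 74 of 7662 genes were. The exact test gave 1286 genes in serum-containing and 199 in serum-free medium, and DESeq2 1279 and 201. Taking 3 embryos per group gave a median of 462.5 genes over 10 choices of embryos in serum-containing medium and of 4.5 genes over 100 choices in serum-free medium. With each embryo left out in turn, the counts were between 658 and 1755 in serum-containing and between 9 and 122 in serum-free medium.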

In male embryos produced in the presence of serum, 1283 genes were differentially expressed while the equivalent figure was only 191 in male embryos produced in serum-free conditions. When only female embryos were compared with in vivo derived embryos, the number of DE genes was drastically reduced for embryos produced in serum-containing medium, while it was maintained in embryos produced under serum-free conditions. Nevertheless, the number of DE genes in female embryos produced in serum-containing medium (456) was more than twice than that of female embryos produced in serum-free medium (192). These results indicated that serum supplementation had a greater impact on embryos than serum-free conditions, as was suggested by the clustering and PCA, with the greatest impact affecting male embryos.

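Between the 3 female in vivo derived embryos and the 5 female embryos produced in serum-containing medium, 34 of 8138 genes were differentially expressed with the quasi-likelihood test and 467 with edgeR's exact test. At an unadjusted p-value under 0.05 the quasi-likelihood test gave 1719 genes, against 406.9 that the number of tests alone would give. Against the 3 female embryos produced in serum-free medium, 25 of 8211 genes were differentially expressed with the quasi-likelihood test and 192 with the exact test. On simulated counts with 200 genes changed 4-fold, the quasi-likelihood test called 52.5% of the changed genes in the female serum-containing design and the exact test 74%, with 4.55% and 19.1% of their calls false.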

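In serum-containing medium the quasi-likelihood test thus gave 1001 more differentially expressed genes in male than in female embryos, and the exact test 819 more. The distance to the mean of the in vivo derived embryos, which counts no genes past a threshold, was 70.8 ± 14.0 (SD, n = 3) in male and 60.7 ± 24.5 (SD, n = 5) in female embryos. This difference did not pass a test (two-sided exact permutation test, p = 0.607). In serum-free medium the distance was 37.4 ± 4.33 (SD, n = 5) in male and 36.2 ± 1.56 (SD, n = 3) in female embryos (two-sided exact permutation test, p = 0.643).

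**Figure D3:**
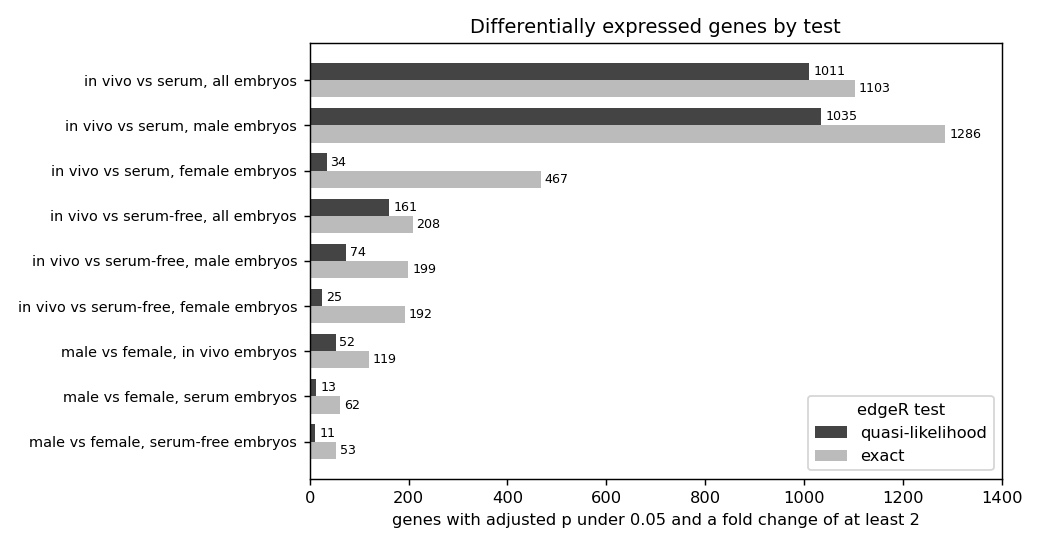
Number of genes with an adjusted p-value under 0.05 and a fold change of at least 2 (horizontal axis) in each of the 9 comparisons, with edgeR's quasi-likelihood test (dark bars) and exact test (light bars). Female embryos in serum-containing medium have 34 genes with one test and 467 with the other, and male embryos 1035 and 1286.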

In murine embryos it was reported that, after exposure of morulae to heat stress in vitro for 24 h followed by subsequent transfer to pseudopregnant recipients, only 28 % of the fetuses obtained on day 14 were males, compared to 55 % in the control group [10]. Also in humans, maternal stress during early pregnancy, or at the time of conception, led to a lower male–female ratio at term [16]. Therefore, it seems that male embryos are more susceptible to suboptimal environmental conditions than female ones and, as demonstrated in the present study, this susceptibility might be reflected in their gene expression pattern. Surprisingly, studies from previous decades repeatedly reported more male than female calves born after in vitro embryo production (using mostly media supplemented with serum) [17–19], suggesting that more male than female embryos survive after in vitro production. To explain this apparent contradiction, it has been hypothesized that, in previous days, a bias towards more male calves was introduced by the practice of selecting fast cleaving embryos for transfer [20]. Since male embryos develop faster than female embryos, more males would therefore have been transferred [20].

Not only male embryos produced in the presence of serum showed a more deviant transcriptome than their female counterparts compared to embryos derived in vivo; moreover, only 275 of their DE genes were also differentially expressed in females. Similarly, even though male and female embryos produced in serum-free conditions showed the same number of differentially expressed genes compared to embryos derived in vivo (191 and 192 respectively), only 44 of those genes were common in both sexes. This generates additional evidence to support the concept that male and female embryos respond differently to the environment. However, for the two conditions, the common DE genes of both sexes were also equally up- or down-regulated. Moreover, 38 out of the 44 common DE genes in both sexes were down-regulated in in vivo derived embryos compared to those generated in serum-free medium. 

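In serum-containing medium 24 genes were differentially expressed in both sexes, where 3.97 would be shared if the calls of the sexes were independent over the 7454 genes tested in both. The exact test gave 258 shared genes, where 62.0 would be by chance. In serum-free medium 9 genes were shared, where 0.167 would be by chance, and 44 with the exact test, where 3.21 would be.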

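Whether the change between culture conditions differed between the sexes was tested gene by gene with the interaction of sex and culture in edgeR's quasi-likelihood model. No gene passed, 0 of 8446 in serum-containing and 0 of 8425 in serum-free medium, and the smallest adjusted p-values were 0.664 and 0.428. At an unadjusted p-value under 0.05 there were 436 genes in serum-containing medium, against 422.3 given by the number of tests, and 555 in serum-free medium, against 421.25. DESeq2 moved these counts most, to 14 genes and 5 genes. On simulated counts the interaction test called 35.5% and 53.5% of 200 genes with a 4-fold difference in the 2 designs. Of the 963 genes tested in both sexes and differentially expressed in male embryos alone in serum-containing medium, 96.1% changed in the same direction in female embryos. Their median absolute log2 fold change was 1.60 in male embryos, and in female embryos the median was 1.10 in the same direction.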

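All 24 genes shared in serum-containing medium and all 9 shared in serum-free medium changed in the same direction in both sexes. Across the genes tested in both sexes, the log2 fold changes of male and female embryos had a Pearson correlation of 0.743 and a Spearman correlation of 0.707 in serum-containing medium, and of 0.418 and 0.350 in serum-free medium. These correlations are across genes, which are not independent replicates.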

In the case of embryos generated in serum-containing medium, 127 out of 275 common genes were down-regulated in vivo.

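Of the 24 genes shared in serum-containing medium, 10 were lower in vivo and 14 higher. The 9 genes shared in serum-free medium were all lower in vivo. From the exact test, 125 of the 258 genes shared in serum-containing medium and 39 of the 44 shared in serum-free medium were lower in vivo.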

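Of the genes differentially expressed with serum-free medium, 118 of 161 were higher in the embryos produced in vitro when all embryos were compared, 50 of 74 in male embryos and 17 of 25 in female embryos.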

Interestingly, more DE genes (FC ≥2) were up-regulated in embryos produced in serum-free conditions compared with in vivo derived embryos, irrespective of whether all embryos, male, or female, were compared. Surprisingly, more DE genes were up-regulated in in vivo derived embryos compared to embryos produced in serum-containing medium when all and only the male embryos were considered. When all the embryos were considered, this tendency was reversed to give an FC ≥20, while when only male embryos were considered, the tendency was maintained for all FC. 

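With serum-containing medium, 539 of the differentially expressed genes were higher in vivo and 472 in vitro among all embryos, and 623 and 412 in male embryos. At a fold change of at least 10, 23 genes were higher in vivo and 29 in vitro among all embryos, and at a fold change of at least 20 the numbers were 6 and 19. In male embryos 47 genes were higher in vivo and 22 in vitro at a fold change of at least 20, and 7 and 5 at a fold change of at least 100.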

When female embryos were compared, the same number of DE genes were up-regulated in both groups with FC ≥2. From FC ≥5 onwards, more genes were up-regulated in embryos produced in serum-containing medium than in embryos derived in vivo (Table 2).

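In female embryos 19 genes were higher in vivo and 15 in serum-containing medium at a fold change of at least 2. The numbers were 10 and 9 at a fold change of at least 5, 7 and 8 at a fold change of at least 10, and 3 and 7 at a fold change of at least 20. With the exact test they were 223 and 244 at a fold change of at least 2, and 26 and 60 at a fold change of at least 10.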

In a comparable study, Driver et al. reported that between embryos derived in vivo and those produced in vitro most of the DE genes were up-regulated in vivo for all the FC. Their study differed in a few important points from the present experiments. For example, they used a hybrid serum-IVM/serum-free-IVC in vitro conditions and in vivo derived embryos from non-superovulated cows, whereas we used superovulated cows. It is known that the superovulatory treatment can have an effect on the gene expression pattern of embryos recovered [21]. Moreover, no replicates were performed in the study by Driver et al., in which only one pool of in vivo derived and one pool of in vitro produced embryos were compared [14]. Therefore, whether the differences in the results between Driver et al. and the present study are due to the effect of the superovulation/in vitro production conditions on the gene expression pattern of the embryos, or to the lack of replicates in the Driver et al. study needs to be investigated further.

### Genes differentially expressed between male and female embryos

Only a few genes were differentially expressed when male and female embryos were compared under the same conditions (Table 2, Additional file 3: Table S3). In in vivo derived embryos, 119 genes were differentially expressed. 

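Between the 5 male and the 3 female in vivo derived embryos, 52 of 7963 genes were differentially expressed. The exact test gave 119, the alternative that moved the count most. PIM2, on the X chromosome, had 4.19 ± 1.24 CPM (SD, n = 5) in male and 45.7 ± 21.9 CPM (SD, n = 3) in female embryos, with a log2 fold change of -3.43 (standard error 0.39, adjusted p = 0.00043).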

Under in vitro conditions, the number of DE genes between male and female embryos decreased dramatically to less than half, with only 54 and 48 genes differentially expressed in serum-containing and serum-free medium, respectively. 

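Between male and female embryos produced in serum-containing medium, 13 of 7534 genes were differentially expressed, and 11 of 7918 were in serum-free medium. With DESeq2 the numbers were 97 and 57. At an unadjusted p-value under 0.05 there were 1077 genes in in vivo derived embryos, 470 in serum-containing and 634 in serum-free medium, against 398.15, 376.7 and 395.9 given by the number of tests.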

Of those, more genes (79, 37, and 34 respectively) were up-regulated in females than in males under all conditions.

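Genes higher in female embryos numbered 36 of the 52 in vivo, 2 of the 13 in serum-containing medium and 2 of the 11 in serum-free medium. Called by the exact test, they numbered 80 of 119, 43 of 62 and 40 of 53.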

The low number of genes found to be differentially expressed between male and female embryos contrasts with previous reports. Bermejo-Alvarez et al. showed one third (2921) of the expressed genes to be differentially expressed between male and female bovine blastocysts produced in serum-containing medium [2]. We found only 225 DE genes between sexes in in vivo derived embryos and 54 in both serum-free and serum-containing in vitro conditions (Table 2), considering in both studies FDR corrected *p*-value < 0.05 and all fold changes. These differences may be due to the large sample size used in the Bermejo-Alvarez et al. study increasing the statistical power to detect smaller differences between groups. However, when only genes with absolute fold changes of ≥2 were considered, the results of both studies became very similar. 

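Without a limit on the fold change, 100 genes differed between the sexes in in vivo derived embryos, 13 in serum-containing and 12 in serum-free medium.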

Bermejo-Alvarez et al. found that 55 genes were differentially expressed between male and female embryos produced in serum-containing medium, which corresponds almost exactly with the 54 genes that we found to be different according to sex in embryos produced in serum-containing medium. Similarly, in our serum-free medium, the number of DE genes between the sexes was 48. Only in embryos derived in vivo did we find a larger number of DE genes (119). On the other hand, Chitwood et al. found 168 genes to be differentially expressed between male and female bovine blastocysts (*p*-value <0.05 and absolute FC ≥ 2) produced in vitro in a hybrid serum-free/serum containing culture system, in which serum was added to the medium after three days of culture [3]. However, in this last study, only one female embryo was compared with four male embryos. Surprisingly, when comparing our present results with the list of DE genes provided by Bermejo-Alvarez et al., the similarities are very few. For example, out of the 85 genes with common identity to ours, 20 of them (24 %) were common with those in in vivo derived embryos, 8 (9 %) were common with embryos produced in serum-free conditions and only 2 genes (*XIST* and *BDH2*) with embryos produced in the presence of serum.

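XIST was higher in female embryos by a log2 fold change, male over female, of -3.81 in vivo (standard error 0.33, adjusted p = 2.4e-05) and of -4.34 in serum-free medium (standard error 0.53, adjusted p = 0.00285). In serum-containing medium it was -2.34 (standard error 0.49, adjusted p = 0.148), and the call of XIST did not pass there. BDH2 had 7.13 ± 1.94 CPM (SD, n = 5) in female and 0.0994 ± 0.172 CPM (SD, n = 3) in male embryos produced in serum-containing medium (adjusted p = 0.0388). With each embryo left out in turn, the adjusted p was between 0.0434 and 0.179, under 0.05 in 1 of 8 fits. The male embryos had at most 1 count of BDH2, so no fold change is given. In that medium GALC was the only other gene higher in female embryos (adjusted p = 0.0428), and it was picked out after its values were seen.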

Furthermore, the chromosomal distribution of the DE genes between the sexes was studied (Fig. 3). Here, a *χ*^2^ analysis was performed to test for significant differences in chromosome location between genes up-regulated in each sex and expressed genes. The only chromosome that displayed significant differences between DE genes up-regulated in female embryos (FDR corrected *p*-value <0.05 and absolute FC value ≥2) and expressed genes was the X chromosome under all conditions. It accounted for 54.4 in vivo, 62.2 in serum-containing, and 61.7 % in serum-free conditions of the total up-regulated DE genes in female embryos, while only 3.6 in vivo, 4 in serum-containing, and 3.8 % in serum-free embryos of the expressed transcripts were X-linked. This number of X-linked expressed transcripts is very similar to the 2.8 % reported by Bermejo-Alvarez et al. [2]. However, the percentage of X-linked genes among the up-regulated DE genes in female embryos was much higher in the present study than the level of 18.1 % noted by Bermejo-Alvarez et al. [2]. Moreover, in contrast to Bermejo-Alvarez et al., we found chromosome 17 to display significant differences between DE genes up-regulated in male embryos and expressed genes under all conditions. 

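Of the 36 genes higher in female in vivo derived embryos, 29 are X-linked, or 80.6% (95% Clopper-Pearson interval 64.0 to 91.8%). With the exact test 43 of 79 genes with a known chromosome are, or 54.4% (interval 42.8 to 65.7%). Of the 2 genes higher in female embryos, 0 are X-linked in serum-containing medium, with an interval up to 84.2%. In serum-free medium both are, XIST and NONO, with an interval from 15.8%. The exact test's shares there were 64.1% of 39 genes and 64.9% of 37 genes. Chromosomes were known only for genes of Table S3, so no share among all expressed genes was computed.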

In fact, 12.5 for in vivo derived, 29.4 for serum-containing, and 35,7 % for serum-free of the total up-regulated DE genes in male embryos belonged to chromosome 17, while only 2.9 % of the expressed transcripts were from chromosome 17 under all conditions. Surprisingly, the X chromosome also displayed significant differences between DE genes up-regulated in male embryos produced in serum-containing medium and expressed genes, with 23.5 % of the DE genes up-regulated in males being X-linked.

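Among genes higher in male embryos, 4 of 11, or 36.4%, are X-linked in serum-containing medium (95% Clopper-Pearson interval 10.9 to 69.2%), 4 of 16 in vivo and 2 of 9 in serum-free medium. On chromosome 17 there are 5 of 16 in vivo, or 31.3%, 5 of 11 in serum-containing medium, or 45.5%, and 5 of 9 in serum-free medium, or 55.6%. With the exact test the shares on chromosome 17 were 13.2%, 27.8% and 38.5%. Of the 11 genes on chromosomes 17, 19 and X that were higher in male embryos in at least 1 condition, 10 had at most 3 counts in each of the 11 female embryos, and the other had at most 4.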

**Fig. 3:**
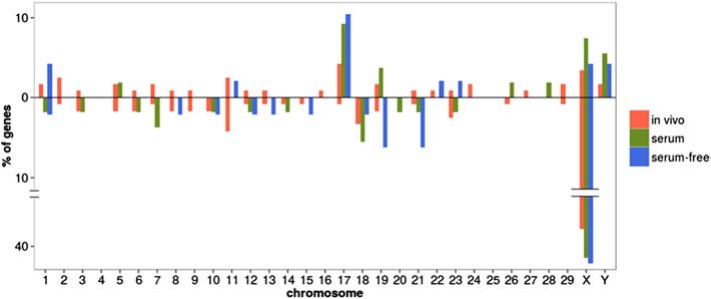
Chromosome distribution of the differentially expressed genes between male and female embryos. The bars represent the percentage of genes differentially expressed (FDR corrected p-value <0.05 and │FC│ ≥2) up- regulated (above) and down- regulated (below) in males vs. females belonging to each chromosome in each of the three conditions studied

### RNA-seq data validation

RNA-seq data was validated by RT-qPCR using 4 genes (PHGDH, HMGCS1, IDI1, and SFN) in 10 individual early embryos per condition, performing a total of 8 comparisons. The values obtained were normalized with 3 stable reference genes (GAPDH, YWHAZ, and SDHA). Three genes, IDI1, HMGCS1, and PHGDH, showed higher expression in embryos produced in serum-free medium compared to those derived in vivo, with averages of 4.02-,7.43-, and 3.31-fold differences, respectively, using RNA-seq and 2.94- (*p*-value <0.1), 6.14-, and 3.47- fold differences, respectively, when measured using RT-qPCR, (*p*-value <0.05; Additional file 4: Figure S1). HMGCS1 showed higher expression in embryos produced in serum-containing medium than in those derived in vivo, with an average of 1.6-fold differences when using RNA-seq and 1.67-fold differences when measuring by RT-qPCR (*p*-value <0.1). Finally, SFN showed higher expression in embryos derived in vivo compared to those produced in serum-containing medium, with an average of 10.27-fold differences using RNA-seq, and 8.56-fold differences when measuring with RT-qPCR (*p*-value <0.05). The rest of the comparisons did not show significant differences, either when analyzed by RNA-seq, or by RT-qPCR, (*p*-values in all cases <0.2). Therefore, these 4 genes showed similar patterns of mRNA abundance in RNA-seq and RT-qPCR.

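In the sequencing data of the same culture conditions, comparing 8 embryos with 8, HMGCS1 had 44.2 ± 14.3 CPM (SD, n = 8) in vivo and 326 ± 477 CPM (SD, n = 8) in serum-free medium, with a log2 fold change of -2.88 (standard error 0.59, adjusted p = 0.00623). IDI1 had a log2 fold change of -1.99 (standard error 0.52, adjusted p = 0.0277) and PHGDH of -1.71 (standard error 0.35, adjusted p = 0.00623). With each embryo left out in turn, HMGCS1 stayed between -3.05 and -1.88, PHGDH between -2.15 and -1.58 and IDI1 between -2.17 and -1.05, and IDI1 passed the threshold in 14 of 16 fits. In serum-containing medium HMGCS1 had a log2 fold change of -0.68 (standard error 0.32, adjusted p = 0.112) and PHGDH one of -0.43 (standard error 0.74, adjusted p = 0.687). The direction of PHGDH reversed with DESeq2, to 0.94. With each embryo left out in turn the value of PHGDH lay between -0.87 and 1.03, so its direction there is not settled. The log2 fold change of PHGDH in that medium was 2.15 in male and -1.71 in female embryos (adjusted p = 0.0893 and 0.375). SFN had 65.3 ± 29.7 CPM (SD, n = 8) in vivo and 6.29 ± 5.83 CPM (SD, n = 8) in serum-containing medium, with a log2 fold change of 3.35 (standard error 0.58, adjusted p = 0.000589). Of the genes used for normalization, SDHA had a log2 fold change of 0.83 in serum-containing medium (adjusted p = 0.00279) and YWHAZ one of 0.39 (adjusted p = 0.195).

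**Figure D4:**
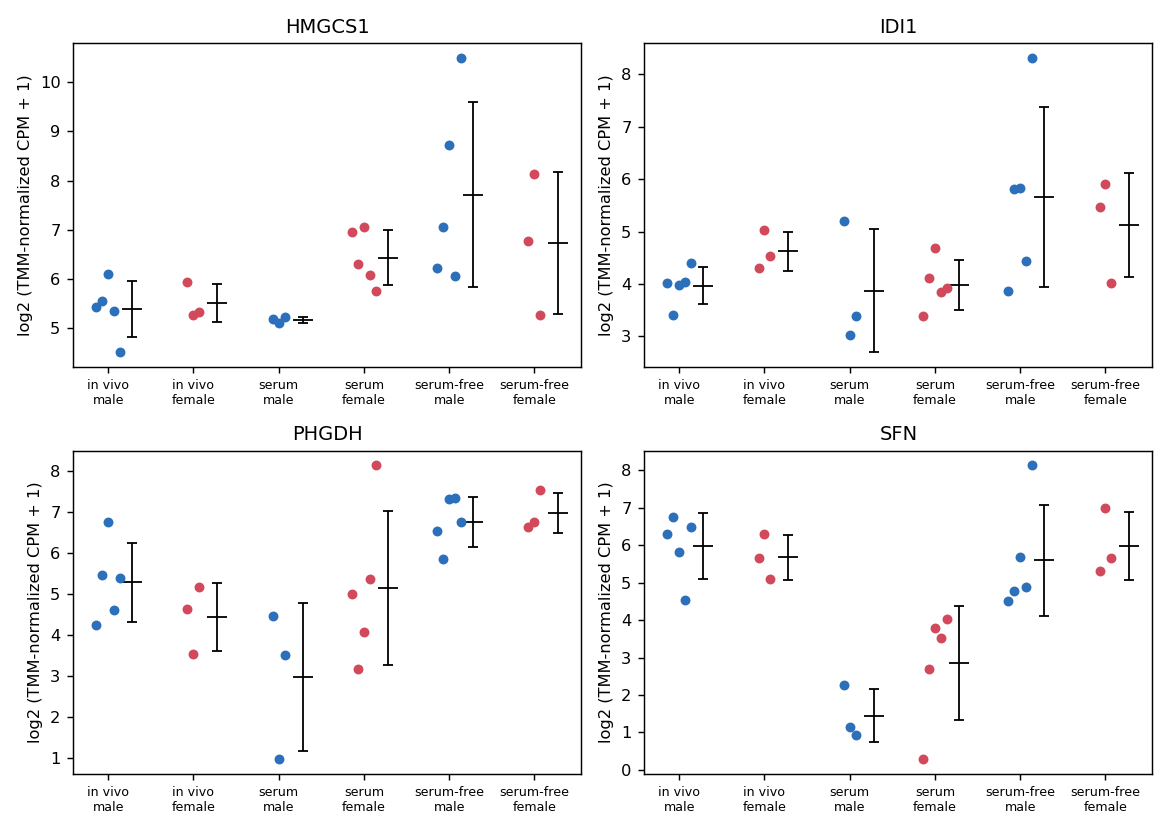
Expression of HMGCS1, IDI1, PHGDH and SFN in each embryo (vertical axis, log2 of TMM-normalized CPM plus 1) by culture condition and sex. Points are embryos, and bars beside them are the mean and 1 SD of each group. IDI1 ranges from 3.86 to 8.31 among the 8 embryos produced in serum-free medium.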

### Functional analysis

The functional analysis of the differentially expressed genes between the groups was performed using the Cytoscape 3.1.1 software and considering significant only annotations with a Benjamini-Hochberg corrected *p*-value of <0.01.

When the gene ontology (GO) of the DE between all the embryos produced in serum-containing medium and all the embryos derived in vivo was examined, 17 biological processes, such as “lipid metabolic process” and “DNA repair” (Fig. 4), 8 molecular functions, such as “anion binding” and “actin binding,” and 21 cellular components were over-represented (Additional file 5: Table S4). Additionally, 6 KEGG pathways, including “lysosome” and “metabolic pathways” were over-represented. The vast majority of the genes included in the GO terms and KEGG pathways were up-regulated in in vivo derived embryos and only two biological processes (“DNA repair” and “histone ubiquitination”) and two cellular components (“organelle and intracellular organelle lumen”) had more genes up-regulated in embryos produced in serum-containing medium than in in vivo derived embryos. 

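The genes listed under each term in Table S4 were looked up in the comparison of all embryos. They are genes that the paper called in these same embryos. Their direction was thus largely fixed in advance, and the balances below restate the paper's calls rather than test them. Of the 28 terms whose gene lists are complete there and of which at least 5 genes were tested, 26 had more genes higher in vivo and 2 had more genes higher in serum-containing medium. The 2 were DNA repair, with 11 genes higher in vivo and 18 in vitro, and histone ubiquitination, with 3 and 6. All 24 terms whose lists are shortened had more of the listed genes higher in vivo. Among them were organelle lumen and intracellular organelle lumen, each with 29 listed genes higher in vivo and 23 in vitro. The balance over their full lists cannot be judged from the listed genes. A set of 16 trophectoderm genes, written before the counts were examined, had a mean log2 expression of 6.38 ± 0.26 (SD, n = 8) in vivo and 4.66 ± 0.79 (SD, n = 8) in serum-containing medium, lower than every in vivo derived embryo in 8 of 8 embryos (two-sided exact permutation test, p = 0.00016, the smallest that 8 embryos against 8 allow, adjusted p = 0.0014 over 18 tests of 9 sets).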

A reduced number of terms and pathways were over-represented when only male embryos were taken into account. In particular, 10 biological processes (Fig. 4), 4 molecular functions, 28 cellular components, and 3 KEGG pathways were over-represented, most of them in common with the previous comparison, but with a few differences such as “alpha-amino acid metabolic process” biological process, “enzyme binding” molecular function, “mitochondrion” cellular component, and “cysteine and methionine metabolism” KEGG pathway (Additional file 5: Table S4). When only female embryos were considered, 8 biological processes (Fig. 4), 4 molecular functions, and “mitochondrial matrix” cellular component were over-represented (Additional file 5: Table S4). Surprisingly, only “oxidoreductase activity, acting on CH-OH group of donors” molecular function was common in the comparison of all the embryos. 

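Of the terms of Table S4 with complete gene lists and at least 5 genes tested, 18 of 18 had more genes higher in vivo in male embryos. Of the 27 terms whose lists are shortened, 23 had more of the listed genes higher in vivo and 4, all of them for the nucleus or organelle lumen, had more higher in vitro. In female embryos 10 of 13 had more genes higher in vivo, 2 had more higher in vitro and 1 had equal numbers. These balances also restate the paper's calls in the same embryos.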

When only male or female embryos were considered, most of the terms and all the pathways had more genes up-regulated in in vivo derived embryos.

**Fig. 4:**
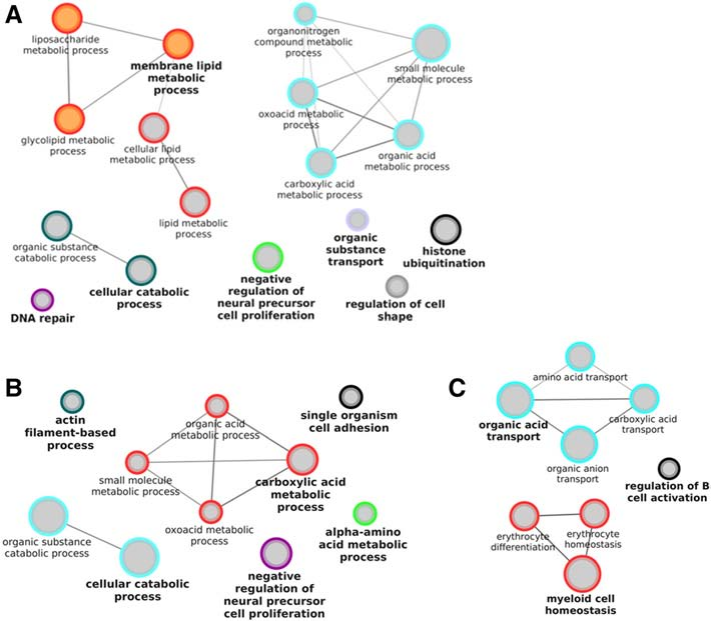
GO biological processes enriched in genes differentially expressed in in vivo vs. serum. Enriched GO biological processes with Benjamini-Hochberg corrected p-value <0.01, genes per term/pathway ≥5, Goterm levels 3–8, in the genes differentially expressed (FDR corrected p-value <0.05,│FC│ ≥2) in, (**a**) all the embryos, (**b**) only male embryos and, (**c**) only female embryos. The analysis was performed with the ClueGO 2.1.3 plugin of the Cytoscape 3.1.1. The size of the nodules represents their significance; orange nodules are only composed of genes up-regulated in vivo, grey nodules are composed of at least 5 genes up- and 5 genes down-regulated in vivo

On the other hand, the study of the gene ontology of the DE genes between all the embryos produced in serum-free medium and all the embryos derived in vivo, led to 2 molecular functions “oxidoreductase activity, acting on the CH-OH group of donors, NAD or NADP as acceptor” and “tetrapyrrole binding”, and 23 biological processes being over-represented. These biological processes were related, among other things, to cholesterol and amino acid metabolism and biosynthesis (Fig. 5). Furthermore, 3 KEGG pathways, such as the “p53 signaling pathway” and “glycine, serine, threonine metabolism” were also over-represented (Additional file 5: Table S4). 

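A set of 9 genes of serine and glycine synthesis had a mean log2 expression of 5.01 ± 0.48 (SD, n = 8) in vivo and 6.29 ± 0.40 (SD, n = 8) in serum-free medium, a difference of -1.28 with 8 of 8 serum-free embryos above every in vivo derived embryo (two-sided exact permutation test, p = 0.00016, the smallest possible, adjusted p = 0.0014). All 9 genes changed in that direction. A set of 20 genes of cholesterol biosynthesis had 4.45 ± 0.22 (SD, n = 8) and 5.43 ± 0.97 (SD, n = 8), a difference of -0.97 (two-sided exact permutation test, p = 0.00684, adjusted p = 0.0246), with 7 of 8 serum-free embryos above the in vivo mean and 18 of the 20 genes higher. A set of 13 p53 targets differed by -0.31 (two-sided exact permutation test, p = 0.0535, adjusted p = 0.0875), with 8 of 8 serum-free embryos above the in vivo mean. Limma's camera test, which sets the p53 genes against all others tested, put them lower in vivo (adjusted p = 0.00427). The mean log2 fold change of the tested p53 genes, given camera's sign, was -0.71.

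**Figure D5:**
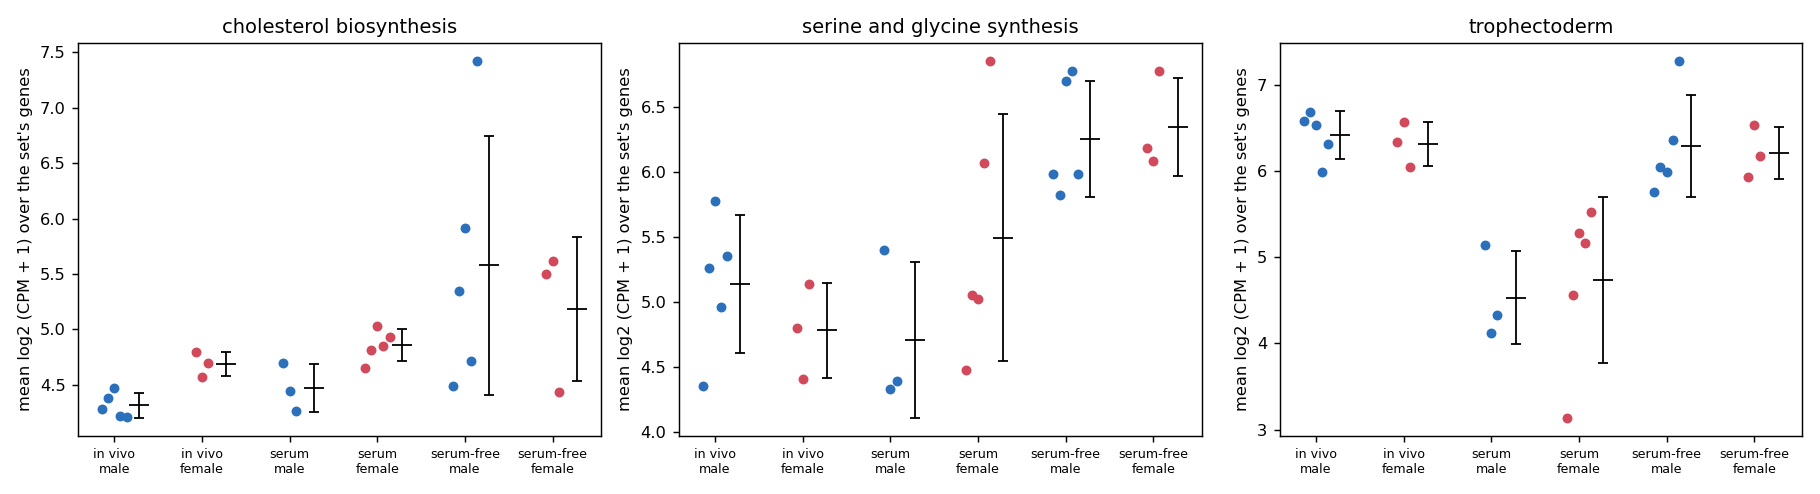
Mean log2 expression (CPM plus 1, vertical axes) over the genes of 3 sets in each embryo, by culture condition and sex. Points are embryos, and bars beside them are the mean and 1 SD of each group. The serine and glycine set averages 5.01 in vivo and 6.29 in serum-free medium, and the trophectoderm set averages 6.38 in vivo and 4.66 in serum-containing medium.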

If only male embryos were considered, 18 biological processes mostly common to the previous comparison (Fig. 5), two molecular functions and two KEGG pathways were over-represented (Additional file 5: Table S4). Finally, when only the female embryos were considered, 10 biological process (Fig. 5) and one KEGG pathway (“Glycine, serine, threonine metabolism”) were over-represented, all in common with the ones over-represented when all the embryos were considered (Additional file 5: Table S4). In contrast to the situation observed when comparing in vivo-derived embryos with those produced in vitro in the presence of serum, all the GO biological processes and KEGG pathways contained mostly, or even only, genes down-regulated in in vivo-derived embryos, when compared to embryos produced in serum-free medium.

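All 24 terms of Table S4 with complete gene lists and at least 5 genes tested had more genes higher in serum-free medium than in vivo when all embryos were compared. So did 21 of 21 terms in male and 11 of 11 in female embryos. All 7 genes found for cholesterol biosynthetic process and all 5 found for glycine, serine and threonine metabolism were higher in serum-free medium. The listed genes are those that the paper called in these same embryos, so their direction was largely fixed in advance.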

**Fig. 5:**
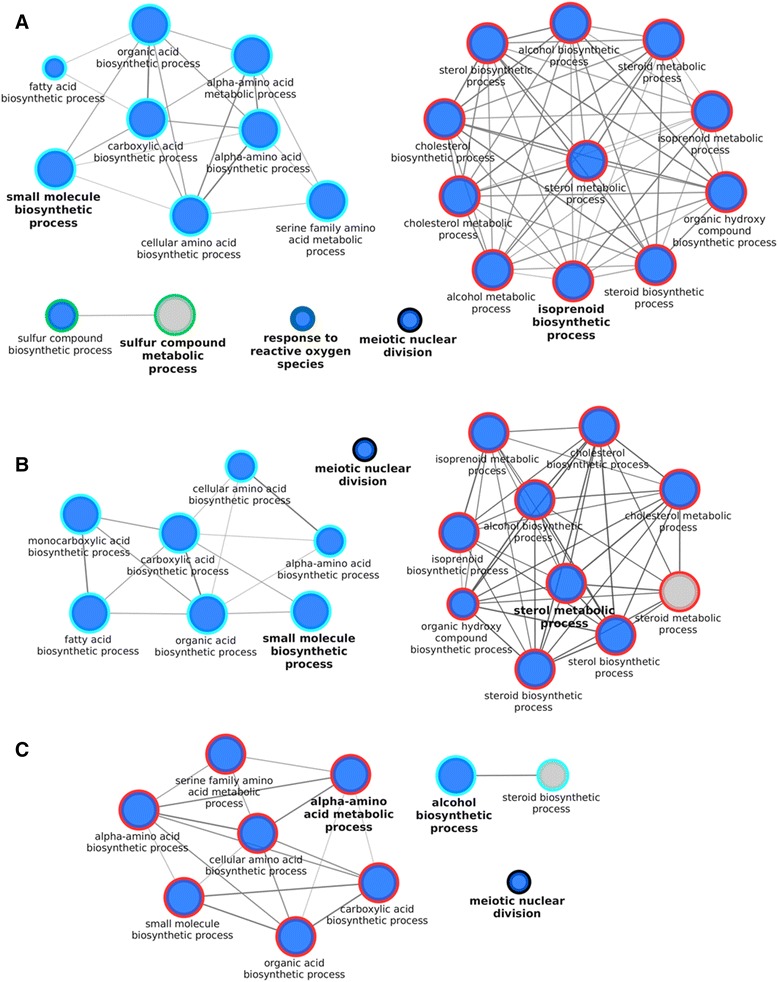
GO biological processes enriched in genes differentially expressed in the in vivo derived embryos vs. those cultured in serum-free medium. Enriched GO biological processes with a Benjamini-Hochberg corrected p-value of <0.01, genes per term/pathway ≥5, Goterm levels 3–8, in the genes differentially expressed (FDR corrected p-value <0.05,│FC│ ≥2) in, (**a**) all the embryos, (**b**) male embryos only and, (**c**) female embryos only. The analysis was done with the ClueGO 2.1.3 plugin of the Cytoscape 3.1.1. The size of the nodules represents their significance; blue nodules are composed only of genes down-regulated in vivo, grey nodules are composed of at least 5 genes up- and 5 genes down-regulated in vivo

In the mouse, it has been reported that during the first days of pregnancy, the mother supplies most of the cholesterol needed by the embryo [22]. Therefore, embryos derived in vivo will not have to synthetize cholesterol, in contrast to embryos produced in vitro in serum-free medium. 

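In serum-containing medium the cholesterol set differed from in vivo derived embryos by -0.26, with 6 of 8 embryos above the in vivo mean (two-sided exact permutation test, p = 0.0514, adjusted p = 0.0875). Of its 20 genes, 13 were higher in serum-containing medium.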

Embryos produced in vitro in the presence of serum do not show over-representation of these pathways, indicating that serum supplementation during embryo culture provides the lipids necessary for development. In addition, the over-representation of cholesterol biosynthesis and sterol synthesis in cattle embryos produced in vitro (with serum present during maturation but the subsequent culture in serum-free conditions) compared to in vivo derived embryos was described previously by Driver et al. [14]. These results also suggest that the over expression of genes involved in lipid biosynthesis depends on the embryonic culture conditions, but is independent of the oocyte maturation conditions used, indicating that the oocytes matured in the presence of serum do not accumulate all the lipids needed for their development. 

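Of the genes found for the p53 signaling pathway of Table S4, 2 of 6 were higher in vivo and 4 in serum-free medium. All 4 found for response to reactive oxygen species were higher in serum-free medium. Both lists hold genes that the paper called in these same embryos. In serum-containing medium the set of p53 targets differed by 0.24, higher in vivo, with 7 of 8 embryos below the in vivo mean (two-sided exact permutation test, p = 0.204, adjusted p = 0.262). In limma's camera test, which sets these genes against all others tested, the direction was lower in vivo (adjusted p = 0.873). Without SFN, the gene that contributed most, the difference was -0.03 (exact permutation test, p = 0.849). Of the 13 genes, 7 were higher in vivo.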

Interestingly, biological processes involved in “DNA repair,” the “p53 signaling pathway” and “response to reactive oxygen species” had more genes up-regulated in embryos produced in vitro than embryos derived in vivo. This indicates that in vitro production is a source of stress for embryos regardless of culture conditions.

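For the 9 gene sets, the change between in vivo derived embryos and embryos produced in vitro was compared between the sexes by permuting the sex labels within each culture condition. None of the 18 comparisons passed adjustment, and the smallest adjusted p-value was 0.555. The largest difference was in serine and glycine synthesis in serum-containing medium, where the change was 0.43 in male and -0.71 in female embryos (two-sided permutation test, p = 0.123).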

No functional categories were over-represented when male and female embryos were compared.

## Conclusions

Embryos produced under serum-free conditions showed gene expression patterns that were more similar to those derived in vivo than embryos produced in vitro in the presence of serum. This was true regardless of the sex of the embryos. Importantly, male embryos were most affected by suboptimal in vitro conditions, (i.e. serum supplementation) and they showed a more deviant gene expression pattern than their female counterparts. Embryos produced in the presence of serum showed reduced expression of genes related to small molecule metabolism, and an enhanced expression of genes related to DNA repair. However, embryos produced under serum-free conditions had a deviant lipid and amino acid metabolism gene expression pattern compared to in vivo derived embryos, indicating that the serum-free conditions used in this study require further optimization to fulfill the needs of the embryo during preimplantation development.

All the results of this study provide evidence for the strong and abnormal effects of adding serum to embryo culture medium. Therefore, the formulation of the culture media should move towards serum-free supplementations, even for research purposes, since experiments performed on embryos produced in the presence of serum may lead to erroneous conclusions.

## Methods

### Experimental design

In this study, the transcriptome of 16 individual bovine early blastocysts produced in vitro under two different culture conditions (eight in serum and eight in serum-free conditions) was compared to the transcriptome of eight embryos derived in vivo. Each blastocyst constituted one replicate and its sex was determined by RT-PCR prior to RNA sequencing. Blastocysts produced under each in vitro condition were only compared with the blastocysts derived in vivo. Three comparisons were made between the embryos derived in vivo, and those generated in vitro by the two different methods. First comparing all the embryos of both groups; second, comparing only the female embryos of both groups and third, comparing only the male embryos of both groups. In addition, male and female embryos of each condition were compared with each other. Consequently, a total of 9 comparisons were made (Additional file 6: Figure S2).

### In vitro embryo production

Early bovine blastocysts (*n* =16) were produced by routine in vitro methods [6]. Briefly, ovaries were collected from Holstein cows at a local slaughterhouse and processed within 2 h. Cumulus oocyte complexes were aspirated from follicles of 4–8 mm in diameter and matured in groups of 60 in 500 μL of maturation medium consisting of modified TCM-199 (GIBCO-BRL Life Technologies) supplemented, depending on the experimental design, with either 20 ng/mL EGF (Epidermal Growth Factor; Sigma E4127) and 50 μg/mL gentamycin (serum-free conditions) or 20 % heat inactivated FBS (Fetal Bovine Serum; GIBCO, Invitrogen 10108–165), 50 μg/mL gentamycin, 0.4 mM L-Glutamine and 2 mM Na-pyruvate (serum conditions) for 22 h at 38.5 °C in 5 % CO_2_-in-air. Frozen-thawed spermatozoa from the same Holstein bull of proven fertility used to obtain in vivo derived embryos (to minimize variation throughout the experiments) were passed through a discontinuous Percoll gradient (45 and 90 % (v/v); VWR International). A final sperm concentration of 1x10^6^ spermatozoa/mL was adjusted in IVF-TALP medium, consisting of bicarbonate buffered Tyrode solution supplemented with 6 mg/mL BSA (Sigma A8806) and 20 μg/mL heparin (Sigma). Matured oocytes were washed with WAS-TALP medium consisting of HEPES buffered Tyrode solution supplemented with 0.34 mg/mL BSA (Sigma A6003) before being incubated with the spermatozoa for 21 h. Presumptive zygotes were vortexed for 3 min to remove the remaining cumulus cells and spermatozoa, washed with WAS-TALP and cultured in 50 μL drops of SOF supplemented with essential and non-essential amino acids and, depending upon the experimental design, 5 % heat inactivated FBS (serum-containing conditions) or 4 mg/mL BSA (Sigma A9647) and ITS (5 μg/mL Insulin + 5 μg/mL Transferrin + 5 ng/mL Selenium; serum-free conditions). In both cases the embryos were held under mineral oil in groups of 25 at 38.5 °C in 5 % CO_2_, 5 % O_2_ and 90 % N_2_. Blastocysts were harvested, 6 and 7 days post insemination, from three independent in vitro experiments.

### In vivo embryo collection

The 8 in vivo derived blastocysts were obtained from three Holstein cows. They were superovulated with a total of 480 μg of FSH (Follicle-stimulating hormone; Stimufol) administered in eight decreasing doses every 12 h over 4 days. An injection of prostaglandin (37.5 mg; Enzaprost) was administered 48 h after the start of the superovulatory treatment. Two inseminations with frozen-thawed semen from the same Holstein bull of proven fertility used for the in vitro experiments were performed 12 h apart starting 8–12 h after the onset of the estrous behavior. Seven days after insemination, both uterine horns were flushed non-surgically for embryo recovery. The study was approved by the Ethics Committee of the Faculty of Veterinary Medicine of Gent University (EC 2012/196 and EC 2013/161).

### Embryo collection and RNA extraction

The developmental stage and quality of the blastocysts, according to IETS standards, was determined for all the embryos recovered by the same three trained individuals. Only early blastocysts of quality 1 were selected for the study. The blastocysts were washed three times in RNase-free PBS (Phosphate buffered saline; Ambion), placed individually in 2 μL of lysis buffer consisting in 5 mM DTT (DT-Dithiothreitol; Promega), 4 U/μL RNasin Plus RNase inhibitor (Promega), and 0.64 μM Igepal (Sigma) in RNase free water (Sigma) and immediately stored at −80 °C. RNA was extracted using the RNeasy micro kit (Qiagen); RNase treatment was omitted in embryos used for RNA-seq, but not in embryos used for RT-qPCR. Manufacturer′s instructions were followed with a single modification performed in the elution step, when 14 μL of RNase-free water was passed through the column twice.

### Embryo sexing

Sexing of the embryos used for RNA-seq was performed as previously described by Li et al. [23]. For sexing purposes, 2 μL of the eluted total RNA were used. RNA was reverse transcribed with the iScript™ cDNA Synthesis Kit. Next, the cDNA was amplified using the following primer pairs: DDX3Y_F, 5′-GGACGTGTAGGAAACCTTGG-3′; DDX3Y_R, 5′-GCCAGAACTGCTACTTTGTCG-3′; HPRT1_F, 5′-TGCTGAGGATTTGGAGAAGG-3′; HPRT1_R, 5′-CAACAGGTCGGCAAAGAACT-3′, and the following PCR parameters; initial denaturation at 95 °C for 3 min, 40 cycles at 95 °C for 15 s, 60 °C for 15 s and 72 °C for 30s, followed by final elongation at 72 °C for 5 min. PCR products were electrophoresed on 2 % agarose gel containing ethidium bromide and visualized under UV illumination. The *DDX3Y* gene is present on the Y chromosome, while *HPRT1* was used as the reference gene. Therefore, when one band was present, the embryo was classed as female while two bands denoted a male (Additional file 7: Figure S3).

### RNA amplification and preparation of the sequencing library

Concentration and quality of the total RNA extracted were examined using a Quant-iT RiboGreen RNA Assay kit (Life Technologies) and an RNA 6000 Pico Chip (Agilent Technologies), respectively. Subsequently, 1 ng of RNA was used to start the library preparation. First, cDNA was synthesized using the “SMARTer Ultra low input RNA for the Illumina, High Volume Kit” (Clontech) mostly following the manufacturer’s instructions. For the PCR reaction, 12 cycles were chosen. Second, the “Low Input Library Prep Kit” (Clontech) was used to prepare the libraries for sequencing. Libraries were prepared according to the manufacturer’s instructions and 4 + 6 cycles were chosen during the PCR reaction, as in the protocol. Libraries were quantified by qPCR, according to the February 2011 Illumina’s protocol “Sequencing Library qPCR Quantification protocol guide.” A high sensitivity DNA chip (Agilent Technologies) was used to control the size, distribution and quality of the libraries. Sequencing was performed by a rapid run on 2 lanes of the Illumina Hiseq-2500 sequencer using 2x100 bp paired-end reads; 12 samples were run per lane in equimolar quantities.

### Read alignment and differential gene-expression analysis

After quality trimming and trimming of 12 nucleotides from the 5′ terminal end of the reads, the latter were mapped to the *Bos taurus* UMD 3.1.75 bovine genome build (Ensembl). Specific imprinted genes of interest were added: *USP29* (NCBI Gene ID: 788661), *PEG3* (444864), *APEG3* (100169896), *MEG3* (100335527), *H19* (100126192), and *XIST* (338325), using the CLC Genomics Workbench 7.0.4 software (CLC Bio). Introns and exons were defined in the annotation. For protein-coding genes, introns and exons were distinct while the whole sequence of the ncRNAs was considered as an exon. In this study, only uniquely mapping exon reads were considered in the analysis. The quality trimming was performed based on the Phred base quality scores and a limit setting equal to 0.03. To determine if a gene was expressed, a RPKM >0.4 threshold was used for normalization (Additional file 8: Table S5). To quantify gene expression, the RNA-seq Analysis Tool from the CLC software was used, employing standard settings and mapping to gene regions only. Differentially expressed genes in the comparisons described in the experimental design were determined using the empirical analysis of the DGE tool employing standard settings. This Tool implements the ‘Exact Test’ for two-group comparisons developed by Robinson and Smyth [24] and incorporated in the EdgeR Bioconductor package [25]. The EdgeR package was used to validate the differential expression results obtained from the CLC software. To minimize false positives, within each two-group comparison, genes that did not have an exon read count of at least 15 for all the replicates in at least one of the groups under consideration were filtered out prior to differential expression analysis; this cut-off of 15 exon read counts corresponds to the inflexion point of the read frequency distribution for most samples (Additional files 9, 10 and 11: Figures S4-S6). To assess the validity of the EdgeR’s assumption of similar library distributions, boxplots of the raw read counts were rendered for the genes withheld during the previous filtering step (Additional files 12, 13 and 14: Figures S7-S9). Genes were considered to be differentially expressed if they had a Benjamini-Hochberg corrected *p*-value of <0.05 [26] and an absolute fold change of ≥2.

### Hierarchical clustering and principal component analysis

Heatmap and Principal component analyses were performed using TMM normalized read counts of genes differentially expressed (Benjamini-Hochberg corrected *p*-value <0.05, absolute FC ≥2) in at least one of the comparisons (Additional file 15: Table S6). Both analyses were performed in the R statistical software package using the heatmap and prcomp functions respectively.

### Functional annotation of genes

Ensembl gene IDs of differentially expressed genes (Benjamini-Hochberg corrected *p*-value <0.05, absolute FC ≥2) were analyzed with the ClueGO 2.1.5 plugin [27] of the Cytoscape 3.1.1 software [28] to obtain functional annotation of the genes in terms of enrichment of gene ontologies (levels 3–8) related to biological process, molecular function, and cellular component. In addition, a KEGG pathway enrichment analysis was performed. Only GO-terms or pathways that contained at least 5 of the queried genes were considered. In addition, at least 5 % of all genes associated with a GO-term or pathway needed to consist of genes in the query. Finally, results were considered statistically significant when the Benjamini-Hochberg corrected *p*-value was <0.01.

### Validation of the RNA-seq data

Quantitative real-time PCR (RT-qPCR) was used to validate the differential expression of 4 selected genes in 10 individual early blastocysts from each condition. All RT-qPCR experiments were performed according to the Minimum Information for Publication of Quantitative Real-Time PCR Experiments (MIQE) guidelines [29].

RNA from individual early blastocysts was extracted as described previously. A minus RT control was then performed with primers for GAPDH to check the removal of all the contaminating genomic DNA [30]. First-strand cDNA was generated from the total amount of RNA using the iScript cDNA synthesis kit (BioRad) which uses oligo(dT) and random hexamer primers, according to the manufacturer’s instructions. After reverse transcription, the cDNA was diluted 3-fold and used for downstream PCR. Combined with embryo sexing, cDNA quality control was performed based on Verbeke et al. [31]. For this assay, a primer pair of HPRT1 (reference gene) and a primer pair of DDX3Y (present in chromosome Y), which could amplify respectively 421 and 196 bp, were used. Only embryos that could amplify the 421 bp amplicon were included in the study. Good quality cDNA from male embryos showed two bands, one of the reference gene and one specific for the Y chromosome, while good quality cDNA from female embryos showed only the highest band, that of the reference gene. PCR reactions were performed in 10 μL reaction volumes with the following program: initial denaturation at 95 °C for 5 min, 40 cycles at 95 °C for 45 s, 64 °C for 45 s and 72 °C for 90 s, followed by final elongation at 72 °C for 5 min. PCR products were electrophoresed on 2 % agarose gel containing ethidium bromide, visualized under UV illumination and sequenced for verification.

Reference genes used for normalization (GAPDH, YWHAZ, and SDHA) were selected according to previous studies [23, 30] and confirmed by geNorm, with M-values ranging from 0.671 to 0.628, as described by Vandesompele et al. [32]. The primers pairs for the four selected genes (PHGDH, HMGCS1, IDI1, and SFN) and the specific primer annealing temperatures are given in Additional file 16: Table S7. PCR reactions were performed in a 10 μL reaction volume on a BioRad CFX 96 PCR Detection system, including 5 μL Sso Advanced SYBR Green Supermix (BioRad), 600 nM of each primer (with the exception of SFN for which 60 nM was used) and 2 μL of diluted embryo cDNA. The PCR program consisted of an initial denaturation step at 95 °C for 3 min, 40 cycles of denaturation for 5 s at 95 °C and a combined primer annealing-extension step for 30 s at the specific primer annealing temperature, during which fluorescence was measured. A melting curve was produced afterwards by heating the samples from 70 °C to 95 °C in 0.5 °C increments for 5 s while fluorescence was measured. Each reaction was run in duplicate. PCR efficiencies were calculated by a relative standard curve of 5 points with ¼ dilution, derived from cDNA of pooled bovine blastocysts. All PCR efficiencies were between 90 and 110 %, and the correlation coefficient (R^2^) between 0.990 and 1. The geometric mean of the reference genes was used to calculate the normalization factor. The mean of the duplicates and the exact PCR efficiencies were used to calculate the raw data, which, for each gene and sample was divided by the respective normalization factor to obtain a normalized value according to the method described by Hellemans et al. [33]. The normalized values were used to determine differential expression between in vivo vs. serum-containing and in vivo vs. serum-free conditions. Normality of the data was studied and a log transformation was applied when the data were not normally distributed. The normally distributed data, before or after log transformation and with homogeneity of variances, were analyzed by One-Way ANOVA combined with Hochberg Post Hoc correction. When data was not normally distributed, the non-parametric Mann–Whitney test was performed. Differences at *p* <0.05 were considered significant.

### Availability of supporting data

The data sets supporting the results of this article are available in the NCBI Gene Expression Omnibus repository (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE74675.

## Additional files

Additional file 1: Table S1. Details of the sequenced reads, fragments, and their mapping to the reference genome. (PDF 204 kb) Additional file 2: Table S2. Number genes expressed in each embryo with RPKM >0.4, each embryo constituting a replicate. (PDF 250 kb) Additional file 3: Table S3. 

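Of the 454 genes listed in Table S3 with a fold change of at least 2 between female in vivo derived embryos and female embryos produced in serum-containing medium, 33 were called with the quasi-likelihood test and 386 with the exact test. For male embryos 1023 and 1244 of 1281 listed genes were. All listed genes that were tested changed in the direction that the table gives, in each of the 9 comparisons.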

Lists of the genes differentially expressed in all the comparisons (including all the fold-changes), with their corresponding name, fold-change, *p*-value, and FDR corrected *p*-value. A positive fold-change indicates that the gene is up-regulated in Group 1 vs. Group 2. Correspondingly, a negative fold-change indicates that the gene is down-regulated in Group 1 vs. Group 2. (XLSX 423 kb) Additional file 4: Figure S1. Comparison of the differential expression of 4 genes (SFN, HMGCS1, IDI1, and PHGDH) between in vivo derived vs. serum-containing produced (top) and in vivo derived vs. serum-free produced (bottom) embryos analyzed by RNA-seq (dark grey) vs. RT-qPCR (light grey). Only comparisons that showed differences at *p*-value <0.1 are depicted. (PNG 16 kb) Additional file 5: Table S4. GO, in terms of the biological process, molecular function, and cellular component, and KEGG pathways of the genes differentially expressed (FDR corrected *p*-value <0.05, │FC│ ≥2) in all the comparisons performed. (XLSX 66 kb) Additional file 6: Figure S2. Graphic representation of the experimental design. The number of embryos present in the Figure represent the number of embryos included in the study per sex and condition. The arrows symbolize the 9 comparisons performed: red arrows represent the comparisons between female embryos; blue arrows depict the comparisons between male embryos; empty arrows represent the comparisons which included all the embryos, male and female, together; finally, black arrows are used for the comparisons between the sexes within each condition. (PNG 187 kb) Additional file 7: Figure S3. For embryo sexing, *DDX3Y*, a gene present on the Y chromosome, and *HPRT*, as reference gene, were used. The embryos that expressed only the *HPRT* transcript were considered to be female, while those that expressed the two transcripts were considered to be males. (PNG 33 kb) Additional file 8: Table S5. RPKM values of all the genes per embryo and condition. (XLSX 4083 kb) Additional file 9: Figure S4. Read frequency distribution of each embryo derived in vivo. (PNG 206 kb) Additional file 10: Figure S5. Read frequency distribution of each embryo produced in serum-containing medium. (PNG 205 kb) Additional file 11: Figure S6. Read frequency distribution of each embryo produced in serum-free medium. (PNG 206 kb) Additional file 12: Figure S7. Raw read counts boxplots after cut–off of 15 exon read counts. (PNG 230 kb) Additional file 13: Figure S8. Raw read counts boxplots after the cut–off of 15 exon read counts. (PNG 241 kb) Additional file 14: Figure S9. Raw read counts boxplots after cut–off of 15 exon read counts. (PNG 192 kb) Additional file 15: Table S6. TMM normalized counts of all the genes per embryo and condition. (XLSX 5357 kb) Additional file 16: Table S7. Primer sequence, amplicon size, and annealing temperature, and PCR efficiency of the primers of the genes used for RNA-seq validation by RT-qPCR, reference genes and genes used for the sexing and quality control assay.

## Abbreviations

SOF: Synthetic Oviduct Fluid
BSA: Bovine serum albumin
ITS: Insulin-transferrin-selenium
RPKM: Reads per kilobase per million
PCA: Principal component analysis
DE: Differentially expressed
FDR: False Discovery Ratio
FC: Fold change
GO: Gene ontology
EGF: Epidermal Growth Factor
FBS: Fetal Bovine Serum
FSH: Follicle-stimulating hormone
PBS: Phosphate buffered saline
DTT: DT-Dithiothreitol

## References

[1] Young LE, Sinclair KD, Wilmut I (1998). Large offspring syndrome in cattle and sheep. Rev Reprod.

[2] Bermejo-Alvarez P, Rizos D, Rath D, Lonergan P, Gutierrez-Adan A (2010). Sex determines the expression level of one third of the actively expressed genes in bovine blastocysts. Proc Natl Acad Sci U S A.

[3] Chitwood JL, Rincon G, Kaiser GG, Medrano JF, Ross PJ (2013). RNA-seq analysis of single bovine blastocysts. BMC Genomics.

[4] Corcoran D, Fair T, Park S, Rizos D, Patel OV, Smith GW (2006). Suppressed expression of genes involved in transcription and translation in in vitro compared with in vivo cultured bovine embryos. Reproduction.

[5] George F, Daniaux C, Genicot G, Verhaeghe B, Lambert P, Donnay I (2008). Set up of a serum-free culture system for bovine embryos: embryo development and quality before and after transient transfer. Theriogenology.

[6] Wydooghe E, Heras S, Dewulf J, Piepers S, Van den Abbeel E, De Sutter P (2014). Replacing serum in culture medium with albumin and insulin, transferrin and selenium is the key to successful bovine embryo development in individual culture. Reprod Fertil Dev.

[7] Market-Velker BA, Fernandes AD, Mann MR (2010). Side-by-side comparison of five commercial media systems in a mouse model: suboptimal in vitro culture interferes with imprint maintenance. Biol Reprod.

[8] Goossens K, Van Soom A, Van Poucke M, Vandaele L, Vandesompele J, Van Zeveren A (2007). Identification and expression analysis of genes associated with bovine blastocyst formation. Bmc Developmental Biology..

[9] Jiang Z, Sun J, Dong H, Luo O, Zheng X, Obergfell C (2014). Transcriptional profiles of bovine in vivo pre-implantation development. BMC Genomics.

[10] Perez-Crespo M, Ramirez MA, Fernandez-Gonzalez R, Rizos D, Lonergan P, Pintado B (2005). Differential sensitivity of male and female mouse embryos to oxidative induced heat-stress is mediated by glucose-6-phosphate dehydrogenase gene expression. Mol Reprod Dev.

[11] Graf A, Krebs S, Zakhartchenko V, Schwalb B, Blum H, Wolf E (2014). Fine mapping of genome activation in bovine embryos by RNA sequencing. Proc Natl Acad Sci U S A.

[12] Huang W, Khatib H (2010). Comparison of transcriptomic landscapes of bovine embryos using RNA-Seq. BMC Genomics.

[13] Elsik CG, Tellam RL, Worley KC, Gibbs RA, Muzny DM, Weinstock GM (2009). The genome sequence of taurine cattle: a window to ruminant biology and evolution. Science.

[14] Driver AM, Penagaricano F, Huang W, Ahmad KR, Hackbart KS, Wiltbank MC (2012). RNA-Seq analysis uncovers transcriptomic variations between morphologically similar in vivo- and in vitro-derived bovine blastocysts. BMC Genomics.

[15] Cote I, Vigneault C, Laflamme I, Laquerre J, Fournier E, Gilbert I (2011). Comprehensive cross production system assessment of the impact of in vitro microenvironment on the expression of messengers and long non-coding RNAs in the bovine blastocyst. Reproduction.

[16] Hansen D, Moller H, Olsen J (1999). Severe periconceptional life events and the sex ratio in offspring: follow up study based on five national registers. BMJ (Clinical research ed).

[17] Massip A, Mermillod P, Van Langendonckt A, Reichenbach HD, Lonergan P, Berg U (1996). Calving outcome following transfer of embryos produced in vitro in different conditions. Anim Reprod Sci.

[18] Van Soom A, Mijten P, Van Vlaenderen I, Van den Branden J, Mahmoudzadeh AR, de Kruif A (1994). Birth of double-muscled Belgian Blue calves after transfer of in vitro produced embryos into dairy cattle. Theriogenology.

[19] Camargo LS, Freitas C, de Sa WF, de Moraes FA, Serapiao RV, Viana JH (2010). Gestation length, birth weight and offspring gender ratio of in vitro-produced Gyr (Bos indicus) cattle embryos. Anim Reprod Sci.

[20] Gutierrez-Adan A, White CR, Van Soom A, Mann MR. Why we should not select the faster embryo: lessons from mice and cattle. Reprod Fertil Dev. 2014.10.1071/RD1421625209560

[21] Market-Velker BA, Zhang L, Magri LS, Bonvissuto AC, Mann MR (2010). Dual effects of superovulation: loss of maternal and paternal imprinted methylation in a dose-dependent manner. Hum Mol Genet.

[22] Tint GS, Yu H, Shang Q, Xu G, Patel SB (2006). The use of the Dhcr7 knockout mouse to accurately determine the origin of fetal sterols. J Lipid Res.

[23] Li W, Goossens K, Van Poucke M, Forier K, Braeckmans K, Van Soom A, et al. High oxygen tension increases global methylation in bovine 4-cell embryos and blastocysts but does not affect general retrotransposon expression. Reprod Fertil Dev 2014.10.1071/RD1413325515369

[24] Robinson MD, Smyth GK (2008). Small-sample estimation of negative binomial dispersion, with applications to SAGE data. Biostatistics (Oxford, England).

[25] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics (Oxford, England).

[26] Benjamini Y, Hochberg Y (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Ser B Methodol.

[27] Bindea G, Mlecnik B, Hackl H, Charoentong P, Tosolini M, Kirilovsky A (2009). ClueGO: a Cytoscape plug-in to decipher functionally grouped gene ontology and pathway annotation networks. Bioinformatics (Oxford, England).

[28] Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res.

[29] Bustin SA, Benes V, Garson JA, Hellemans J, Huggett J, Kubista M (2009). The MIQE guidelines: minimum information for publication of quantitative real-time PCR experiments. Clin Chem.

[30] Goossens K, Van Poucke M, Van Soom A, Vandesompele J, Van Zeveren A, Peelman LJ (2005). Selection of reference genes for quantitative real-time PCR in bovine preimplantation embryos. Bmc Developmental Biology..

[31] Verbeke J, Van Poucke M, Peelman L, De Vliegher S (2015). Differential expression of CXCR1 and commonly used reference genes in bovine milk somatic cells following experimental intramammary challenge. BMC Genet.

[32] Vandesompele J, De Preter K, Pattyn F, Poppe B, Van Roy N, De Paepe A (2002). Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes. Genome Biol.

[33] Hellemans J, Mortier G, De Paepe A, Speleman F, Vandesompele J (2007). qBase relative quantification framework and software for management and automated analysis of real-time quantitative PCR data. Genome Biol.

# Supplementary material for: Suboptimal culture conditions induce more deviations in gene expression in male than female bovine blastocysts
**Source:** BMC Genomics. 2016 Jan 22;17:72. doi: 10.1186/s12864-016-2393-z
**Supplement:** Additional file 1: Table S1. — Details of the sequenced reads, fragments, and their mapping to the reference genome.

Sequencing read alignment to the reference genome of each replicate from each condition.

| <b>In vivo embryos</b>                               | <b>Female 1</b> | <b>Female 2</b> | <b>Female 3</b> | <b>Male 1</b> | <b>Male 2</b> | <b>Male 3</b> | <b>Male 4</b> | <b>Male 5</b> |
|------------------------------------------------------|-----------------|-----------------|-----------------|---------------|---------------|---------------|---------------|---------------|
| Paired end reads                                     | 16,121,606 x2   | 14,409,617 x2   | 13,843,116 x2   | 13,620,506 x2 | 16,277,723 x2 | 15,350,609 x2 | 14,148,286 x2 | 13,843,116 x2 |
| Total sequenced fragments                            | 16,121,606      | 14,409,617      | 13,843,116      | 13,620,506    | 16,277,723    | 15,350,609    | 14,148,286    | 13,843,116    |
| Total mapped fragments                               | 7,610,073       | 7,446,981       | 7,090,972       | 6,480,699     | 8,769,114     | 8,209,054     | 7,367,399     | 7,090,972     |
| Uniquely mapped fragments                            | 7,110,780       | 6,986,045       | 6,642,570       | 6,077,412     | 8,243,423     | 7,636,560     | 6,886,937     | 6,642,570     |
| Fragments uniquely mapped to annotated genes         | 7,110,780       | 6,986,045       | 6,642,570       | 6,077,412     | 8,243,423     | 7,636,560     | 6,886,937     | 6,642,570     |
| Fragments uniquely mapped to annotated exons         | 4,102,468       | 4,270,863       | 4,087,575       | 3,454,351     | 5,481,012     | 4,985,662     | 4,359,963     | 4,087,575     |
| Fragments uniquely overlapped with annotated introns | 3,008,312       | 2,715,182       | 2,554,995       | 2,623,061     | 2,762,411     | 2,650,898     | 2,526,974     | 2,554,995     |

  

| <b>Serum-free embryos</b>                            | <b>Female 1</b> | <b>Female 2</b> | <b>Female 3</b> | <b>Male 1</b> | <b>Male 2</b> | <b>Male 3</b> | <b>Male 4</b> | <b>Male 5</b> |
|------------------------------------------------------|-----------------|-----------------|-----------------|---------------|---------------|---------------|---------------|---------------|
| Paired end reads                                     | 12,379,410 x2   | 12,271,016 x2   | 12,396,047 x2   | 13,699,027 x2 | 13,244,900 x2 | 12,986,278 x2 | 11,817,188 x2 | 13,055,676 x2 |
| Total sequenced fragments                            | 12,379,410      | 12,271,016      | 12,396,047      | 13,699,027    | 13,244,900    | 12,986,278    | 11,817,188    | 13,055,676    |
| Total mapped fragments                               | 7,030,434       | 6,702,281       | 5,852,157       | 7,537,374     | 6,697,231     | 6,225,558     | 6,103,602     | 6,946,225     |
| Uniquely mapped fragments                            | 6,547,162       | 6,209,519       | 5,451,078       | 7,039,712     | 6,249,430     | 5,765,092     | 5,673,586     | 6,458,232     |
| Fragments uniquely mapped to annotated genes         | 6,547,162       | 6,209,519       | 5,451,078       | 7,039,712     | 6,249,430     | 5,765,092     | 5,673,586     | 6,458,232     |
| Fragments uniquely mapped to annotated exons         | 5,461,255       | 4,187,439       | 3,188,923       | 4,860,264     | 3,773,491     | 3,397,218     | 3,749,514     | 4,340,037     |
| Fragments uniquely overlapped with annotated introns | 1,085,907       | 2,022,080       | 2,262,155       | 2,179,448     | 2,475,939     | 2,367,874     | 1,924,072     | 2,118,195     |

| <b>Serum embryos</b>                                 | <b>Female 1</b> | <b>Female 2</b> | <b>Female 3</b> | <b>Female 4</b> | <b>Female 5</b> | <b>Male 1</b> | <b>Male 2</b> | <b>Male 3</b> |
|------------------------------------------------------|-----------------|-----------------|-----------------|-----------------|-----------------|---------------|---------------|---------------|
| Paired end reads                                     | 11,062,303 x2   | 13,830,821 x2   | 14,529,681 x2   | 12,989,933 x2   | 13,951,124 x2   | 15,149,686 x2 | 21,084,638 x2 | 14,764,184 x2 |
| Total sequenced fragments                            | 11,062,303      | 13,830,821      | 14,529,681      | 12,989,933      | 13,951,124      | 15,149,686    | 21,084,638    | 14,764,184    |
| Total mapped fragments                               | 6,263,359       | 6,969,915       | 7,924,647       | 7,476,000       | 7,738,814       | 5,115,204     | 11,531,436    | 4,907,207     |
| Uniquely mapped fragments                            | 5,721,258       | 6,335,832       | 7,367,133       | 6,936,042       | 7,205,318       | 4,750,391     | 10,691,683    | 4,523,274     |
| Fragments uniquely mapped to annotated genes         | 5,721,258       | 6,335,832       | 7,367,133       | 6,936,042       | 7,205,318       | 4,750,391     | 10,691,683    | 4,523,274     |
| Fragments uniquely mapped to annotated exons         | 4,268,748       | 3,968,231       | 4,809,020       | 5,015,515       | 4,884,879       | 3,345,415     | 8,500,472     | 3,055,548     |
| Fragments uniquely overlapped with annotated introns | 1,452,510       | 2,367,601       | 2,558,113       | 1,920,527       | 2,320,439       | 1,404,976     | 2,191,211     | 1,467,726     |

# Supplementary material for: Suboptimal culture conditions induce more deviations in gene expression in male than female bovine blastocysts
**Source:** BMC Genomics. 2016 Jan 22;17:72. doi: 10.1186/s12864-016-2393-z
**Supplement:** Additional file 2: Table S2. — Number genes expressed in each embryo with RPKM >0.4, each embryo constituting a replicate.

| Number of genes expressed per embryo in each condition with RPKM > 0.4 |             |             |             |             |             |                |
|------------------------------------------------------------------------|-------------|-------------|-------------|-------------|-------------|----------------|
| Condition                                                              | Replicate 1 | Replicate 2 | Replicate 3 | Replicate 4 | Replicate 5 | Mean ± SD      |
| Male <i>in vivo</i>                                                    | 11,022      | 10,750      | 10,414      | 10,370      | 10,654      | 10,642 ± 265.6 |
| Female <i>in vivo</i>                                                  | 10,919      | 10,785      | 10,467      | -           | -           | 10,724 ± 232.2 |
| Male serum                                                             | 10,276      | 9,560       | 10,168      | -           | -           | 10,001 ± 386   |
| Female serum                                                           | 10,300      | 11,009      | 11,205      | 11,073      | 11,113      | 10,940 ± 364.8 |
| Male serum-free                                                        | 10,733      | 11,115      | 10,451      | 11,290      | 10,776      | 10,873 ± 331.5 |
| Female serum-free                                                      | 10,651      | 11,122      | 10,985      | -           | -           | 10,919 ± 242.3 |

# Supplementary material for: Suboptimal culture conditions induce more deviations in gene expression in male than female bovine blastocysts
**Source:** BMC Genomics. 2016 Jan 22;17:72. doi: 10.1186/s12864-016-2393-z
**Supplement:** Additional file 16: Table S7. — Primer sequence, amplicon size, and annealing temperature, and PCR efficiency of the primers of the genes used for RNA-seq validation by RT-qPCR, reference genes and genes used for the sexing and quality control assay.

| Gene   | Primer sequence 5'-3'                                                        | Amplicon size (bp) | Annealing Ta (°C) | PCR Efficiency |
|--------|------------------------------------------------------------------------------|--------------------|-------------------|----------------|
| HMGC51 | Forward: CCTCAGTGCATTAGACCGCTGCT<br>Reverse: CTGAACCAGTTTACAATAGGGTGAGTGGA   | 142                | 65                | 100 %          |
| IDI1   | Forward: ACGCTAAGATTACCTTCCAGGGTGT<br>Reverse: CTCTGTGCTGCTCTTCTTACTCCAATAGC | 115                | 66                | 100 %          |
| PHGDH  | Forward: AGGCCGCAACCAGAAAGGGCAT<br>Reverse: TTCCGCTCCCACTTGCCATCCTT          | 151                | 67                | 110 %          |
| SFN    | Forward: AAAGTCGGGTCTTCTACCTGAAAATGAAG<br>Reverse: GGCATCTCCTTCTTGCTGATGTCC  | 145                | 66                | 100 %          |
| GAPDH  | Forward: TTCAACGGCACAGTCAAGG<br>Reverse: ACATACTCAGCACCAGCATCAC              | 119                | 62                | 96 %           |
| YWHAZ  | Forward: GCATCCACAGACTATTTCC<br>Reverse: GCAAAGACAATGACAGACCA                | 120                | 60                | 104 %          |
| SDHA   | Forward: GCAGAACCTGATGCTTTGTG<br>Reverse: CGTAGGAGAGCGTGTGCTT                | 185                | 60                | 108 %          |
| HPRT1  | Forward: CCCAGCGTGGTGATTAGCGATG<br>Reverse: AAGTCTGCATTGTCTTCCAGTGTC         | 421                | 64                |                |
| DDX3Y  | Forward: AAGGCAGTTCAGGGTGGAGTTGTA<br>Reverse: CGCTCAAATCTGCCAAAGCCAGT        | 196                | 64                |                |

How the deposited data were processed for this re-analysis (not part of the article)

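Single early bovine blastocysts were sequenced, 8 derived in vivo, 8 produced in serum-containing medium and 8 produced in serum-free medium, each embryo constituting one replicate. The authors trimmed the reads, mapped them to the bovine genome and deposited raw counts of the fragments mapped uniquely to exons, per gene and embryo, without normalization. Of the value columns, all 24 were matched to an embryo by their names. Culture condition and sex were taken from the sample labels. DDX3Y and XIST counts were checked against the sex labels of all embryos.

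Expression was compared with edgeR 4.0.16 in R 4.3.3. TMM normalization was followed by the quasi-likelihood test, in fits that held only the groups compared. A gene was tested when every embryo of at least 1 of the groups compared had at least 15 counts, a limit set before the data were examined. Benjamini-Hochberg adjustment was made over the genes tested, and a gene was called differentially expressed with an adjusted p-value under 0.05 and a fold change of at least 2. The 9 comparisons were in vivo derived embryos against each culture condition, with all, male and female embryos, and male against female embryos within each culture condition. The standard errors of log2 fold changes are approximate, computed from the estimate and its F statistic, and none is given where a group had no counts. The interaction of sex and culture was tested in a model of 4 groups for each culture condition. No batch was modelled, because the labels give no lane, donor cow or in vitro experiment for each embryo.

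Alternatives to these settings were edgeR's exact test, which the paper's methods name, DESeq2 1.42.0, DESeq2's size factors in the edgeR model, limits of at least 1 count in any embryo or of at least 15 counts in every embryo of both groups, one fit over all 24 embryos, counts thinned at random to the smallest total, sex as a covariate, 3 embryos per group, and leaving out each embryo in turn. Other splits of the embryos into groups of the same sizes were fitted in the same way, all of them where there were at most 100 and otherwise 100 drawn at random.

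Distances and principal components were computed on log2 TMM-normalized CPM plus a pseudocount of 1, scaled per gene, over the genes called in at least 1 of the 9 comparisons. Groups of embryos were compared with two-sided exact permutation tests. For 9 gene sets written before the data were examined, the score of an embryo was the mean log2 expression over the set's genes. It was tested by exact permutation with adjustment over 18 tests. Camera of limma 3.58.1 was an alternative, which compares a set with the other genes tested and gives a direction but no size. Values given with camera are the mean log2 fold change of the set's tested genes, with camera's sign. Scores were also compared with 10000 random sets, each gene drawn among the 50 genes ranked above and the 50 ranked below in mean expression. Gene names were matched exactly as listed, except that a set gene absent under its symbol could be matched by an older RefSeq symbol. GAPDH was not analysed here.

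The genes named in the text were chosen by a rule written before the data were examined. They are the genes that the paper names, the Y-linked genes of Table S3, the genes of the sets, and in each comparison the 3 genes in each direction with the largest change among differentially expressed genes whose groups did not overlap and whose mean was at least 10 CPM. Genes named outside this rule are marked where they appear.

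The exon counts per embryo were between 3253051 and 9000447. The smallest share of counts that an embryo could show, 3 counts of its total, was below 0.0001% in every embryo. Intervals given for shares of genes are 95% Clopper-Pearson intervals, and shares and limits on counts cover counting error only, since the fragments carry no molecular identifiers.

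The tests were tested on simulated data with 200 genes changed 4-fold among the genes of each comparison. The quasi-likelihood test called 94% of them between all in vivo derived embryos and all embryos produced in serum-containing medium (6867 genes run), 74% in male embryos (7307 genes run) and 52.5% in female embryos (7591 genes run), with 1.57%, 5.73% and 4.55% of its calls false. For the exact test, 5%, 11.2% and 19.1% of the calls were false in the same comparisons. Chromosomes came from Table S3 and were known only for genes listed there. Gene lengths, reads outside exons and the quantitative PCR values were not used here.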

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

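The tests of embryos that lay apart from their group and of the genes detected in each sex were chosen after the result was seen, and those of the gene sets before. An embryo was set aside here when the gap between it and the nearest embryo, divided by the range of its group, was above Dixon's limit for the group's size. Of 96 groups of values tested, 15 had such an embryo, where 4.8 would by chance.

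Embryo B5, a male embryo produced in serum-containing medium, had 9000447 exon counts, and the other 7 of its group had from 3253051 to 5319027 (ratio of gap to range 0.641). A few genes taking most of the counts would not raise a total, and 2 of the 8 embryos had a larger share on their 10 most counted genes than B5. Of the 24 embryos in Table S1, 1 has as many uniquely mapped fragments as B5 has counts. It is the embryo with the most sequenced fragments, 1.39 times the next in its group, so deeper sequencing is the explanation that remains. No biological explanation was tested.

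Embryo B2, a female embryo produced in serum-containing medium, lay apart in several values. Its distance to the mean of its culture condition was 56.3 against 27.0 to 35.9 (ratio 0.695 among all and 0.785 among female embryos of that medium), and its second principal component was 32.7 against -8.35 to -3.57 (ratios 0.884 and 0.893). Its 10 most counted genes held 10.5% of its counts against 8.15 to 8.57% in the other female embryos (ratio 0.820). With all embryos thinned to the smallest total, the ratios were 0.677 and 0.789 for the distance, 0.847 and 0.881 for the second component and 0.826 for the 10 genes, so library size does not account for them. Without the 10 most counted genes of each embryo the ratio for the distance was 0.693. This took out 23 genes, each scaled to equal weight, so the ratio could hardly move and the check cannot decide. A mislabelled sex was tested with DDX3Y, of which B2 had 0 counts. RNA from cumulus cells was tested with a set of marker genes, and 2 of the 8 embryos produced in serum-containing medium had a higher cumulus cell score than B2. The score of 19 oocyte transcripts was 3.18 in B2 against 1.30 to 2.01 (ratio 0.621), 0.601 after thinning and 0.649 without BMP15, the gene that contributed most. One hypothesis is that B2 may have retained more oocyte transcripts than the other embryos produced in serum-containing medium, while C1, produced in serum-free medium, had a score of 3.18 as well. The day of collection is given as a range for all in vitro produced embryos and not for each one. B2 cannot be told apart from an embryo that differed in lane or in vitro experiment.

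Embryo C7, a male embryo produced in serum-free medium, had a first principal component of 29.7 against 4.41 to 13.3 in the other embryos of that medium (ratio 0.649 among all and 0.864 among male embryos), on the side of the in vivo derived embryos. Its 10 most counted genes held 13.8% of its counts against 9.47 to 11.2% (ratio 0.609). IDI1 was 8.31 on the log2 scale against 3.86 to 5.90 (ratio 0.542). After thinning the ratios were 0.651, 0.861, 0.611 and 0.561 in the same order. Without the 10 most counted genes of each embryo the ratio for the first component was 0.648. A mislabelled culture condition was tested with the cholesterol biosynthesis score, and 0 of the 8 in vivo derived embryos had a score as high as C7. Its score of 7.42 was also above the other serum-free embryos, at most 5.92. The scores of C1, C6 and C10 fell within the in vivo range, so this score cannot decide on a mislabelled culture. Leaving out the most counted genes took out 23 genes, each scaled to equal weight. The ratio could hardly move, so that check cannot decide either. Library size is not borne out by these tests, and no biological explanation was tested.

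Among in vivo derived embryos, A4 had 10.4% of its counts on its 10 most counted genes against 11.3 to 11.6% in the other male embryos (ratio 0.733, and 0.748 after thinning). A9 had a second principal component of 12.8 against 8.79 to 10.4 (ratio 0.608), which fell to 0.504 after thinning, below the limit. Its total of 4137653 counts lay inside the in vivo range of 3622680 to 5743015, so thinning cannot decide on library size. A9 also had an oocyte transcript score of 1.87 against 1.14 to 1.39 (ratio 0.658, and 0.629 after thinning). A8 had an integrated stress response score of 4.44 against 3.42 to 3.81 (ratio 0.612), which fell to 0.501 after thinning. Its total of 4294961 counts also lay inside that range, so thinning cannot decide here either. No biological explanation was tested for these embryos.

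Among genes outside those that the paper discusses, the trophectoderm set was higher in vivo than in serum-containing medium by 1.72 on the log2 scale, with 8 of 8 embryos below every in vivo derived embryo and 13 of 16 genes in that direction (adjusted p = 0.0014, and from 2.48e-06 to 0.00357 over the alternatives). The difference was 1.56 without KRT8, the gene that contributed most, 1.73 after thinning and 1.71 with DESeq2's size factors, each with an exact permutation p of 0.00016, the smallest possible. The change lay at percentile 100 of 10000 random sets of similar expression, whose middle 95% ranged from -0.30 to 0.45. One gene, library size, normalization and the general shift of genes of similar expression are not borne out. Reads shared between paralogs, gene length bias and batches were not tested, and the pattern cannot be told apart from them. As a hypothesis, embryos produced in serum-containing medium may have fewer trophectoderm transcripts as a share of their RNA. In serum-free medium, with the same range of days, the difference was 0.12 (adjusted p = 0.640).

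Oocyte transcripts were higher in serum-free medium than in vivo, a difference of -0.94 with 8 of 8 embryos above the in vivo mean and 17 of 19 genes in that direction (adjusted p = 0.0028, and from 2.48e-06 to 0.00559 over the alternatives). The exact permutation p was 0.000311 without BTG4, 0.000466 after thinning and 0.000466 with DESeq2's size factors, and the change lay at percentile 0 of the random sets, whose middle 95% ranged from -0.24 to 0.18. These technical explanations are not borne out. The embryos were collected on day 7 in vivo and on days 6 to 7 in vitro, so a difference in developmental progress cannot be told apart from an effect of culture, and either may explain the pattern. In serum-containing medium, with the same days of collection, the difference was -0.50 (adjusted p = 0.0570).

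The integrated stress response set was also higher in serum-free medium, a difference of -0.64 with 8 of 8 embryos above the in vivo mean and 10 of 14 genes in that direction (adjusted p = 0.0246, and from 2.70e-05 to 0.0519 over the alternatives). The exact permutation p was 0.0197 without PCK2, 0.00668 after thinning and 0.00482 with DESeq2's size factors, and the change lay at percentile 0 of the random sets, whose middle 95% ranged from -0.27 to 0.24. With a pseudocount of 0.1 in place of 1 the difference was -0.67 and no longer passed an adjusted p-value of 0.05. In serum-containing medium, with the same days of collection, the difference was -0.11 (adjusted p = 0.640), with 4 of 8 embryos above the in vivo mean. A hypothesis is that serum-free medium may induce this response, which cannot be told apart from a difference between batches.

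The number of genes with at least 1 count changed differently in the sexes. In male embryos it was on average 13929 in vivo and 12131 in serum-containing medium, with 3 of 3 embryos below every in vivo derived male embryo (exact permutation test, p = 0.0179), and in female embryos 13813 and 13802 (p = 0.982). The change was larger in male embryos by 1787 genes (exact permutation test over 3136 exchanges of the sex labels within each culture condition, p = 0.0437). With all embryos thinned to the smallest total, the means in male embryos were 13436 and 11805, and the p-value was again 0.0179, the smallest that 5 embryos against 3 allow. The fall in the means remained after thinning, so library size does not account for most of it. The difference between the sexes was 1497 genes after thinning (exact permutation test, p = 0.0666), so library size does not account for most of it either, though it no longer passed. It may come from which embryos fell in each group, since only 3 male embryos were produced in serum-containing medium. By the paper's read counts, most of these 3 had a smaller share of their fragments mapped than every other embryo. Library quality was not tested, so the fall in male embryos cannot be told apart from it.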

How the results depend on the processing

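All alternatives but those marked here were set before the data were examined. No paired analysis was possible because no pairs of embryos are given. Apart from leaving out embryos, 173 of 233 values of the comparisons kept their direction and their side of the threshold, or a count within 1.5 times, while 50 moved further, 3 became stronger, 3 weaker and 4 reversed. For single genes, 387 values kept both, 20 were weaker, 3 stronger and 3 reversed. The cause was not tested for any of the changes given here.

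With the exact test, the numbers of differentially expressed genes against serum-containing medium were 467 in female embryos, and against serum-free medium 199 in male and 192 in female embryos. Between the sexes they were 119 in vivo, 62 in serum-containing and 53 in serum-free medium, and the genes shared by the sexes 258 and 44. With DESeq2 the same counts were 585, 201, 181, 116, 97, 57, 307 and 41, and the interaction of sex and culture gave 14 genes in serum-containing and 5 in serum-free medium. With at least 1 count in any embryo, there were 58 genes for female embryos in serum-containing and 232 in serum-free medium, 92 between the sexes in vivo and 23 in serum-free medium, and 45 and 31 shared genes. With at least 15 counts in every embryo of both groups, all embryos gave 544 genes in serum-containing and 94 in serum-free medium. That limit leaves out by construction every gene that is nearly absent in 1 sex, DDX3Y among them, so its 0 genes between the sexes in either medium do not test those genes. With the limit met in 1 group, 470 and 634 genes had an unadjusted p-value under 0.05.

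With one fit over all 24 embryos, female embryos in serum-containing medium gave 461 genes, and serum-free medium gave 55 with all, 22 with male and 0 with female embryos, where the female comparison alone gave 1153 genes at an unadjusted p-value under 0.05. The sexes differed in 23 genes in vivo, 66 in serum-containing and 17 in serum-free medium, and shared 254 and 0 genes. With 3 embryos per group, the median was 462.5 genes in male and 5.5 in female embryos in serum-containing medium and 4.5 in male embryos in serum-free medium. With 3 per group and the exact test, chosen after seeing the data, it was 901 in male and 604.5 in female embryos in serum-containing medium and 136 in male and 192 in female embryos in serum-free medium.

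Leaving out each embryo in turn gave from 890 to 1155 genes with all embryos in serum-containing and from 115 to 174 in serum-free medium, and from 41 to 69 between the sexes in vivo. It gave from 658 to 1755 genes in male and from 2 to 446 in female embryos in serum-containing medium, and from 9 to 122 in male and from 1 to 18 in female embryos in serum-free medium. Between the sexes it gave from 7 to 23 genes in serum-containing and from 8 to 17 in serum-free medium, and from 0 to 3 interaction genes in serum-containing medium.

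The X-linked share of genes higher in female in vivo derived embryos was 54.4% with the exact test, 59.1% with DESeq2 and 63.6% with at least 1 count in any embryo. That limit gave 100% in serum-containing medium, where only 1 gene was higher in female embryos. The first principal component held 25.3% with all genes, 45.2% without the log and 52.3% without scaling per gene. The ratio of the male to the female distance in serum-free medium was 0.991 without scaling per gene (exact permutation test, p = 0.875), an alternative chosen after seeing the data. The ratio of the spread in serum-containing to that in serum-free medium, a comparison chosen after seeing the data, was 1.23 with all genes (exact permutation test, p = 0.0836) and 1.19 without the log (p = 0.238), no longer past the threshold. PHGDH in serum-containing medium reversed to 0.94 with DESeq2, 0.23 with one fit over all embryos and 0.19 with sex as a covariate.

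Among the gene sets, camera reversed p53 targets in serum-containing medium to -0.13 and trophectoderm in serum-free medium to -0.0943, and gave -0.71 for p53 targets in serum-free medium. A pseudocount of 0.1 gave 0.71 for the inner cell mass and 0.90 for cumulus cells in serum-containing medium, both past the threshold, and -0.67 for the integrated stress response in serum-free medium, no longer past it. Set genes with a mean of at least 1 CPM reversed cumulus cells in serum-free medium to -0.0439.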

Differences from the paper's values

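Among the values compared, those of the paper are set beside those of the quasi-likelihood test where one is more than 1.5 times the other. Not every value of Table 2 was compared, and those at larger fold changes in female embryos in serum-free medium were not. Each pair gives the value found here first and then the paper's. Of 87 values compared, 43 lay within 1.5 times of the paper's. The alternatives set before the data were examined are named after each group of values.

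In male embryos in serum-free medium, 74 genes were differentially expressed against the paper's 191, 24 against the paper's 59 higher in vivo and 50 against the paper's 132 lower, and 135 against the paper's 311 without a limit on the fold change. In female embryos in serum-free medium there were 25 against the paper's 192, 8 against the paper's 65 higher in vivo and 17 against the paper's 127 lower, and 25 against the paper's 221 without a limit.

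In female embryos in serum-containing medium there were 34 against the paper's 456, 19 against the paper's 229 higher in vivo and 15 against the paper's 227 lower, and 34 against the paper's 458 without a limit. Higher in vivo were 10 against the paper's 85 genes at a fold change of at least 5, 7 against the paper's 24 at 10 and 3 against the paper's 9 at 20. Lower in vivo were 9 against the paper's 118 at a fold change of at least 5, 8 against the paper's 61 at 10, 7 against the paper's 32 at 20, 3 against the paper's 12 at 50 and 3 against the paper's 6 at 100.

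Between the sexes there were 52 genes against the paper's 119 in vivo, 16 against the paper's 40 higher in male and 36 against the paper's 79 higher in female embryos, and 100 against the paper's 225 without a limit. In serum-containing medium there were 13 against the paper's 54, both with and without the limit, 11 against the paper's 17 higher in male and 2 against the paper's 37 higher in female embryos. In serum-free medium there were 11 against the paper's 48, 9 against the paper's 14 higher in male and 2 against the paper's 34 higher in female embryos, and 12 against the paper's 54 without a limit.

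Genes shared by the sexes numbered 24 against the paper's 275 in serum-containing medium, 10 against the paper's 127 lower in vivo, and 9 against the paper's 44 in serum-free medium, 9 against the paper's 38 lower in vivo. The X-linked share of genes higher in female embryos was 0% against the paper's 62.2% in serum-containing and 100% against the paper's 61.7% in serum-free medium. The share of genes higher in male embryos on chromosome 17 was 31.3% against the paper's 12.5% in vivo and 45.5% against the paper's 29.4% in serum-containing medium, and the X-linked share 36.4% against the paper's 23.5% in serum-containing medium. For each of these 5 shares, which rest on 2 to 16 genes, the 95% confidence interval found here includes the paper's value.

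With edgeR's exact test, which the paper's methods name, all 41 of these values fell within 1.5 times of the paper's. With DESeq2, 37 of the 41 did, and the exceptions were the number without a limit for female embryos in serum-containing medium and 3 numbers between the sexes in that medium. One fit over all 24 embryos brought 20 of the 41 within 1.5 times, all but 1 of those for female embryos in serum-containing medium among them, and a limit of at least 1 count in any embryo brought 15, among them those for female embryos in serum-free medium and between the sexes in vivo. Thinned counts brought 1. DESeq2's size factors and a limit of at least 15 counts in every embryo of both groups brought none.

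The first 3 principal components held 50.2%, 8.06% and 6.48% of the variance, against the paper's about 28%, about 13% and about 12% in Fig. 2B, read by eye. With all genes that passed the count limit in at least 1 group in place of the differentially expressed genes, all 3 shares fell within 1.5 times of those read from the figure, and with the other alternatives none of the 3 did.

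The paper finds the embryos produced in serum-containing medium in a cluster of their own. Here 5 of the 8 formed one and 3 lay with the other embryos, and so they did without the log, with DESeq2's size factors and with thinned counts. Without scaling per gene all 8 were apart, and with all genes B2 alone was. The paper states that the genes at larger fold changes in female embryos in serum-containing medium were mostly lower in vivo. Here 10 genes were higher and 9 lower in vivo at a fold change of at least 5, and 69 and 104 with the exact test. At larger fold changes more genes were lower than higher in vivo here too, from 7 higher and 8 lower at 10 to 1 and 3 at 100. The paper finds more genes higher in female than in male embryos under all conditions. Here 2 of 13 and 2 of 11 genes were higher in female embryos in serum-containing and serum-free medium, and with the exact test 43 of 62 and 40 of 53. The paper names XIST among genes that differ between the sexes in serum-containing medium. Its adjusted p was 0.148 there, and with the exact test, DESeq2 and one fit over all 24 embryos it was 0.00372, 0.000212 and 0.0360.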

Other observations

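The tests of the interaction, of unequal group sizes, of embryo B2 and of genes placed outside the Y chromosome were chosen after the result was seen.

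Every comparison was repeated with the embryos split into other groups of the same sizes, the real split counted among them. With the quasi-likelihood test, 1 of 100 splits gave as many differentially expressed genes as the real one against serum-containing medium with all embryos, 1 of 56 with male and 1 of 56 with female embryos. Against serum-free medium it was 1 of 100 with all, 1 of 100 with male and 1 of 10 with female embryos, a design in which the share cannot fall under 0.1. Between the sexes it was 1 of 56 in vivo and 1 of 56 in serum-free medium. In serum-containing medium it was 2 of 56, and the other split gave 102 genes against 13. The exact test gave the same numbers of splits, except between the sexes, with 4 of 56 in serum-containing and 2 of 56 in serum-free medium. In serum-containing medium another split gave 553 genes against 62 with the exact test. With that test, the number of genes between the sexes in serum-containing medium can thus not be told apart from that of other splits. This concerns the number and not which genes, which include DDX3Y, and 25 of the 39 genes higher in female embryos with a known chromosome were X-linked.

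The larger number of genes in male than in female embryos in serum-containing medium was tested by exchanging sex labels within each culture condition. A difference as large as the 1001 genes of the quasi-likelihood test came from 6 of 100 splits, with a median of 581 and a highest value of 1581. One as large as the 819 genes of the exact test came from 23 of 100, with a median of 511 and a highest value of 1646. In serum-free medium the differences of 49 and 7 genes were reached by 45 and 65 of 100 splits. The median in serum-containing medium is far above 0 although the labels were exchanged. The male comparison holds 5 in vivo derived and 3 cultured embryos and the female comparison 3 and 5, in the real and the exchanged labels alike. That more genes respond in male than in female embryos is therefore not shown by these numbers, and the difference may come from which embryos fell in each group.

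Further explanations of that difference were tested. Library size is not borne out, since with all embryos thinned the number in male embryos was 36.4 times that in female embryos in serum-containing medium and 3.30 times in serum-free medium. A larger spread among the female embryos is not ruled out, with a higher biological coefficient of variation in female embryos in 6 of 10 pairs of equal groups in serum-containing medium and 1 of 10 in serum-free medium. Without embryo B2, the quasi-likelihood test gave 446 genes in female embryos in place of 34, and the ratio of the number in male embryos to it was 2.32 in place of 30.4, so the spread that B2 adds may account for much of the difference with that test. With 3 embryos per group, the ratio of the median numbers was 84.1 with the quasi-likelihood test and 1.49 with the exact test, and unequal group sizes cannot be judged from either. The groups of 3 female embryos gave from 0 to 547 genes with the quasi-likelihood test. With the exact test their median was 604.5, above the 467 genes of all female embryos, and some of these groups leave out B2. A response that differs between the sexes gene by gene was tested by the interaction of sex and culture, with 0 genes in both media, where 436 and 555 genes had an unadjusted p-value under 0.05. All 100 of 100 splits with exchanged sex labels gave as many interaction genes in serum-containing medium, and 100 of 100 in serum-free medium, a share that 0 genes fix in advance. On simulated data the interaction test called 35.5% of changed genes in the design of serum-containing medium, and 53.5% in that of serum-free medium, so differences between the sexes in single genes remain open, above all in serum-containing medium.

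Of the genes called in female embryos in serum-containing medium, 433 were called by the exact test alone and 34 by both tests. The groups overlapped for 17 of the 433 and for 0 of the 34 (Fisher's exact test, p = 0.6254). With 34 genes this test could hardly have passed, so it cannot decide. The groups did not overlap for 450 of the 467 genes of the exact test, where chance gives 3.57% of genes not chosen for a difference. For those genes this argues against single embryos setting the direction of the calls. That single embryos set the size of the changes cannot be excluded.

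Embryos produced in serum-containing medium had fewer genes with at least 1 count than in vivo derived embryos on average, and the difference did not pass an exact permutation test, with p = 0.116 before and p = 0.103 after thinning to the smallest total, so library size cannot be judged as its cause in the sexes together.

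Of the 11 genes on chromosomes 17, 19 and X that were higher in male embryos, 10 had at most 3 counts in each female embryo. Expression limited to male embryos is consistent with Y-chromosome sequence placed on another chromosome of the assembly. No Y sequence was at hand to test it, so this cannot be told apart from male expression of genes on those chromosomes.

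In 39 pairs of embryos of the same condition and sex, counts differed by more than counting error, with a chi-square from 15.1 to 147 per degree of freedom, and 0 pairs were identical. In Table S1, 2 embryos of the in vivo group, Female 3 and Male 5, have identical values in 7 lines, where the paper's reported value is 4087575 exon fragments. The deposited counts hold no identical pair.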
